# Cross-species high-resolution transcriptome profiling suggests biomarkers and therapeutic targets for ulcerative colitis

**DOI:** 10.3389/fmolb.2022.1081176

**Published:** 2023-01-05

**Authors:** Reza Yarani, Oana Palasca, Nadezhda T. Doncheva, Christian Anthon, Bartosz Pilecki, Cecilie A. S. Svane, Aashiq H. Mirza, Thomas Litman, Uffe Holmskov, Claus H. Bang-Berthelsen, Mogens Vilien, Lars J. Jensen, Jan Gorodkin, Flemming Pociot

**Keywords:** ulcerative colitis, coding RNAs, non-coding RNAs, conserved expression signature, biomarkers

## Abstract

**Background:** Ulcerative colitis (UC) is a disorder with unknown etiology, and animal models play an essential role in studying its molecular pathophysiology. Here, we aim to identify common conserved pathological UC-related gene expression signatures between humans and mice that can be used as treatment targets and/or biomarker candidates.

**Methods:** To identify differentially regulated protein-coding genes and non-coding RNAs, we sequenced total RNA from the colon and blood of the most widely used dextran sodium sulfate Ulcerative colitis mouse. By combining this with public human Ulcerative colitis data, we investigated conserved gene expression signatures and pathways/biological processes through which these genes may contribute to disease development/progression.

**Results:** Cross-species integration of human and mouse Ulcerative colitis data resulted in the identification of 1442 genes that were significantly differentially regulated in the same direction in the colon and 157 in blood. Of these, 51 genes showed consistent differential regulation in the colon and blood. Less known genes with importance in disease pathogenesis, including *SPI1, FPR2, TYROBP, CKAP4, MCEMP1, ADGRG3, SLC11A1,* and *SELPLG,* were identified through network centrality ranking and validated in independent human and mouse cohorts.

**Conclusion:** The identified Ulcerative colitis conserved transcriptional signatures aid in the disease phenotyping and future treatment decisions, drug discovery, and clinical trial design.

## Introduction

Ulcerative colitis (UC) is an inflammatory bowel disorder mainly affecting the large intestine. Most often, UC initiates from the rectum, affects the mucosal lining, and is limited to the innermost layers of the large intestine. Multiple pathogenic factors, including numerous susceptibility gene variants, environmental factors, changes in the gut microbiota, and a dysregulated immune response, are all associated with UC. Despite this recognition and the identification of apparently relevant factors, a complete understanding of UC pathogenesis still needs to be reached, and thus, treatment may not be optimal. An important reason for this unsatisfactory situation is the currently limited comprehension of the genuinely relevant components of UC immuno-pathogenesis. Thus, given the complex nature of UC, the study of animal models is crucial. A big challenge in using animal models for UC is whether the model’s genes and molecular pathways are analogous to humans. Although many coding and non-coding genes between humans and mice are highly similar (Hong et al., 2017), they might be regulated differently, and the pathophysiology may differ. The expression of both differentially regulated coding and non-coding genes contributes to disease pathology (Casamassimi et al., 2017; Lekka and Hall, 2018). Differentially regulated long non-coding RNAs (lncRNAs) and microRNAs (miRNAs) are linked to the change in the expression of many protein-coding genes (PCGs) and, subsequently, the development of disease. Many studies are made without taking the non-coding RNAs, i.e., disease-related pathways and differentially expressed genes, into account, and thereby, fundamental and essential players in the disease regulatory networks may be overlooked (Hasler et al., 2017).

Preclinical murine models have been used for *in vivo* assessments of UC. One of the best-established UC models is the dextran sulfate sodium (DSS) model (Chassaing et al., 2014; Eichele and Kharbanda, 2017). DSS is a negatively charged polysaccharide with colitogenic properties that induce colitis when given orally (Chassaing et al., 2014). Although the mechanisms by which DSS causes intestinal inflammation are not fully understood (Okayasu et al., 1990), it seems that the exposed colonic monolayer of epithelial cells in the large intestine, specifically the distal colon, are being progressively eroded, and the lamina propria barrier integrity is compromised, in which an enormous number of microorganisms live. Therefore, inflammation is triggered following bacteria (and their products) translocation across the damaged intestinal wall. However, to our knowledge, a comprehensive investigation of the DSS model’s coding and non-coding colonic and blood transcriptome and its comparison with human UC has not been performed as of today.

We, therefore, set out to characterize the transcriptomic landscape of the DSS-UC mouse model by performing transcriptomic profiling of PCGs, lncRNAs, and miRNAs from colon and whole blood using deep RNA sequencing. We identified differentially expressed lncRNAs and underscored their functional importance by annotating their expressed neighboring PCGs. Then we obtained the targets for the differentially regulated miRNAs and identified the biological processes that these targets are affecting. Further, we assessed the similarity between the experimental model and human UC. To this aim, several high-quality publicly available human UC colonic and blood transcriptomic studies, including our previous study, were selected, data obtained, processed, and cross-species UC transcriptomic landscape was compared. Our results highlight widespread differential regulation of coding and non-coding genes in the mouse and human UC models with marked similarities in both tissues, specifically in the colon. We also explored the underlying molecular pathways and networks through which these genes may contribute to disease development and progression. This study offers an excellent opportunity to investigate the role of novel and previously identified differentially regulated genes in UC. Moreover, cross-species high-resolution UC transcriptome comparison suggests new biomarkers and therapeutic targets and improves molecular phenotyping.

## Methods

### Mouse model, RNA sequencing, data processing, and differential expression analysis

Ulcerative colitis was induced using dextran sulfate sodium salt (DSS) in C57BL/6 male mice. The control group was time-matched and received the same drinking water without DSS. The disease activity index (DAI) was recorded. RNA was extracted from the colon and whole blood, and total and small RNA were sequenced using the Illumina HiSeq 4000 system. Gene-level quantification corresponding to the total RNA-Seq data was obtained using Stringtie (Pertea et al., 2016), and mature miRNA expression was quantified using miRDeep2 (Friedlander et al., 2012). Differential expression was performed using DESeq2 (Love et al., 2014) (Supplementary Methods). The raw total and small RNA-Seq data have been deposited in the Gene Expression Omnibus (GEO) database with accession number GSE155303.

### Functional enrichment and network analysis of differentially expressed genes

Functional enrichment analysis on the significantly differentially expressed (SDE) genes (FC > 2, padj ≤ 0.05) was performed using stringApp (Doncheva et al., 2019) in Cytoscape (Shannon et al., 2003) as well as Ingenuity pathway analysis (IPA) software (Krämer et al., 2014).

To suggest a functional role for SDE lncRNAs, we performed enrichment on their genomic neighbor genes situated within a span of 100 kb upstream and downstream of the lncRNA. For SDE miRNAs (padj ≤ 0.05), we retrieved a set of miRNA-target genes and performed enrichment on them (Supplementary Methods).

StringApp was used to retrieve STRING networks (Szklarczyk et al., 2019) in Cytoscape for the set of SDE PCGs in mouse colon and blood and for the SDE PCGs conserved in humans. Furthermore, weighted centrality analysis was performed on their STRING network to rank the SDE genes common between mouse and human colon and blood based on their importance (Supplementary Methods).

### Comparison between mouse and human data

To compare our mouse data with data from UC patients, we obtained and processed data from eight publicly available studies (Van der Goten et al., 2014; Mirza et al., 2015; Vanhove et al., 2015; Lin et al., 2016; Mo et al., 2018; Haberman et al., 2019; Ostrowski et al., 2019). A set of SDE genes in the colon and blood was obtained by combining the different datasets, requiring each gene to be consistently SDE (padj ≤ 0.05) in at least two datasets. For the small RNA-Seq, we only used two datasets and required that each miRNA is SDE (padj ≤ 0.05) in at least one of these datasets. The final SDE human lists were intersected with the mouse SDE blood and colon gene sets (padj ≤ 0.05) using orthology relationships extracted from Ensembl (release 97) (Yates et al., 2020) and HCOP database (Wright et al., 2005; Seal et al., 2011) for lncRNAs (Supplementary Methods).

### Validation of SDE genes by quantitative real-time PCR

The expression of 19 selected SDE genes common in mouse and human colon and blood was validated by quantitative real-time PCR (qRT-PCR). Colon and blood cDNAs from 5 DSS-UC mice, five control mice, 10 UC patients, and six controls were used for validation. Detailed information on patient demographics and primer sequences used for qRT-PCR can be found in Supplementary File S1, and procedure detail in the supplementary section. The expression of each gene tested was represented as a FC using the 2^−ΔΔCT^ or 2 (-Delta Delta C(T)) method (Livak and Schmittgen, 2001). *GUSB*, *B2M*, *ACTB,* and *TBP* were the reference genes for normalization.

## Results

### Transcriptional profile of UC mouse model

Successful colitis induction in mice was confirmed by combined DAI score, measuring inflammatory markers, histological and micro positron emission tomography imaging analysis (Supplementary Figure S1). For the total RNA-Seq, 40–66M paired-end reads were obtained per sample, with 39–58M in the colon and 17–33M in blood, uniquely mapping to the mouse genome. 

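Small RNA from colon and from blood of the same 6 mice was sequenced, giving 12 libraries. In each tissue, 3 mice had received DSS (dextran sulfate sodium, a chemical that injures the colon epithelium) at 1.5% (wt/vol) in drinking water for 7 days before sacrifice on day 8, and 3 mice were controls. Fig. 1 and Supplementary Figure S2 identify mice 1, 7 and 9 as the DSS mice and mice 2, 4 and 8 as the controls, and that grouping was used. The sample labels instead mark mice 1, 2 and 4 as having colitis and mice 7, 8 and 9 as controls, and their source and tissue fields name opposite tissues for every library; the names of the libraries in the paper's figures settle both points. The authors trimmed the reads, collapsed them, counted them on mature mouse miRNAs with miRDeep2 and deposited the unnormalized count of each miRNA in each library, together with counts divided by a size factor per library, computed separately for each tissue. The total count per library was 15060553 to 20106226 in colon (median 17018121 in the DSS mice and 17681640 in the controls, n = 3 each) and 21127134 to 32944792 in blood (median 29939206 in the DSS mice and 24605267 in the controls, n = 3 each). Reads can be counted for each miRNA name that shares their sequence. In blood, miR-486a-5p and miR-486b-5p have an identical mature sequence (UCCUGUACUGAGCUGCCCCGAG) and together hold 74.7% to 83.0% of the total count of a library. With each mature sequence counted once, a choice made after the counts were seen, the totals were 15.0M to 20.0M in colon and 12.9M to 19.9M in blood. All fold changes use the counts as deposited. These counts were compared between DSS and control mice within each tissue with edgeR's quasi-likelihood test on TMM-normalized libraries, after miRNAs with low counts had been removed with filterByExpr, which left 542 miRNAs in colon and 484 in blood. Levels are given as CPM, the count relative to the total count of the library after TMM scaling. A miRNA was called SDE under the paper's thresholds, a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change over 1.5 in either direction. With 3 mice against 3, an exact permutation test of a single miRNA cannot give a two-sided p under 0.1.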

For the small RNA-Seq after cleaning, 15–25M reads were obtained, where 14–20M reads mapped to the set of mouse miRNAs annotated in miRBase v.22. Principal component analysis (Supplementary Figure S2) shows a clear separation of the disease and control groups on the first principal component in total RNA-Seq colon and blood, as well as small RNA-Seq colon. 

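For the small RNA libraries of the colon, principal components were computed as described in Supplementary Figure S2, from rlog values of the 500 miRNAs with the highest variance. The PC1 axis held 36.3% of the variance and PC2 held 31.5%. All 3 DSS mice lay on one side of all 3 control mice on PC1, with a gap of 0.337 of the whole range of PC1 scores (exact permutation test of the difference in mean score, two-sided, p = 0.1, the smallest that 3 mice against 3 allow). On PC2 the groups overlapped (p = 0.5 from the same exact permutation test). The separation on PC1 depended on the miRNAs and mice used. The groups stayed apart with log2 CPM values (a gap of 0.353), with all 542 miRNAs (0.240) and without mouse 1, 2, 4 or 7 (0.531, 0.596, 0.318 and 0.331). With the 100 most variable miRNAs the groups overlapped on PC1 by 0.929 of its range (a gap of -0.929) and were apart on PC2. Without control mouse 8 or without DSS mouse 9 they overlapped on PC1 as well, and were apart on PC2 by 0.000313 and 0.201 of its range.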

The differential gene expression pattern strongly supports the separation between the groups, suggesting that global gene expression differences can be detected between UC and healthy controls (Table 1 and Supplementary File S2).

**TABLE 1:** Numbers of SDE genes identified in colon and blood of DSS-UC mice versus control. (For PCGs and lncRNAs |log2FC| > 1, padj ≤ 0.05 and for miRNAs FC > 1.5, padj ≤ 0.05).

	Colon	Blood
PCGs	2479 (▲1897, ▼582)	518 (▲500, ▼18)
lncRNAs	282 (▲135, ▼147)	44 (▲40, ▼4)
miRNAs	73 (▲39, ▼34)	10 (▲3, ▼7)
*Others	300 (▲201, ▼99)	54 (▲52, ▼2)

*e.g. Pseudogenes, TEC, snoRNA, miscRNA, etc. Upregulation ▲, Downregulation ▼.

### UC mouse colon and blood transcriptomics signature

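In colon, 64 of the 542 miRNAs tested had an adjusted p of at most 0.05, and 55 of these also passed the fold change limit and were SDE, 32 higher and 23 lower in DSS mice. An unadjusted p under 0.05 was reached by 170 miRNAs. The adjusted p-values of the SDE miRNAs lay close together. Their median was 0.0431 and 52 of the 55 were above 0.04 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With upper-quartile factors in place of TMM, 8 miRNAs were SDE, and with DESeq2's Wald test, the test named in the Supplementary Methods, 74 were. Leaving out each mouse in turn gave 0 to 44 SDE miRNAs. In blood, none of the 484 miRNAs tested was SDE. There, 56 had an unadjusted p under 0.05 and the smallest adjusted p was 0.137 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while DESeq2's Wald test gave 10 SDE miRNAs. All 73 SDE miRNAs of the colon and all 10 of blood in Supplementary File S2 had the same direction of change with edgeR as there, and 47 of the 73 and 0 of the 10 had an adjusted p of at most 0.05 when adjusted over all miRNAs tested. Adjusted over the lists alone, 73 and 10 did, which shows no stability because the lists are the paper's own calls on these libraries.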

We identified 3,061 and 623 SDE genes from the total RNA-Seq and 73 and 10 SDE miRNAs from the small RNA-Seq data comparing UC mice colon and blood with control, respectively (Table 1). 

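With DESeq2's Wald test, 3 of the 10 SDE miRNAs in blood were higher and 7 were lower in DSS mice (adjusted p at most 0.05 with Benjamini-Hochberg adjustment). With edgeR's quasi-likelihood test, 0 miRNAs of blood were SDE after the filter on low counts. Without this filter 25 were (7 higher and 18 lower), 8 of the paper's 10 and 17 that are not on its list. That fit held 1121 miRNAs, and its smallest adjusted p was 3.97e-23 from the edgeR test, against 0.137 with the filter. Its calls are therefore weak support for the paper's list. With all 12 libraries in 1 fit, 1 miRNA was SDE, and it was higher. The median log2 fold change over all 484 miRNAs tested was -0.05 with TMM factors and 0.15 with the libraries scaled by total counts alone. Of these 484 miRNAs, 48 were lower in every DSS mouse than in every control mouse and 36 were higher, together 17.4%. Chance gives 10% on average for 3 mice against 3. The miRNAs of a library are not independent, and the share was not computed for other splits of the mice, so this excess was not tested.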

While SDE PCGs are mainly upregulated in both tissues, lncRNAs in the colon are equally up- and downregulated, and the miRNAs in the blood are mostly downregulated. 

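Among the SDE miRNAs of the colon whose DSS and control mice did not overlap, the smallest adjusted p-values of those higher in DSS mice belonged to miR-223-5p, miR-212-5p and miR-494-3p. miR-223-5p was 52.2 ± 12.2 CPM (SD, n = 3) in DSS mice and 14.8 ± 0.0946 CPM (SD, n = 3) in control mice, a log2 fold change of 1.82 (standard error 0.20, adjusted p = 0.0147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of miR-212-5p was 1.41 (standard error 0.16, adjusted p = 0.0147 from the same edgeR test). miR-494-3p rose from 3.43 ± 0.552 CPM to 9.26 ± 0.556 CPM (SD, n = 3 each; adjusted p = 0.0168 from the same edgeR test). Of those lower in DSS mice, miR-187-3p had the smallest adjusted p. miR-429-3p and miR-96-5p share theirs with other SDE miRNAs, such as miR-130b-3p and miR-30e-5p, and were taken for their smaller unadjusted p. miR-187-3p was 7.04 ± 0.239 CPM in DSS mice and 13.2 ± 0.576 CPM in control mice (SD, n = 3 each), a log2 fold change of -0.91 (standard error 0.14, adjusted p = 0.0427 from the same edgeR test). miR-429-3p was 621 ± 105 CPM against 1228 ± 182 CPM and miR-96-5p was 29.4 ± 6.88 CPM against 61.8 ± 5.92 CPM (SD, n = 3 each; adjusted p = 0.0431 for both with edgeR). These 6 miRNAs were picked for groups that did not overlap, so a difference larger than the spread between mice follows from the choice. With each mouse left out in turn the direction was kept, while the adjusted p rose above 0.05 in some of those fits, to 0.147 or 0.151 at most.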

The RNA expression profile of the SDE genes and miRNAs, obtained by hierarchical clustering, is shown in heatmaps for the colon and blood (Figures 1A, C). In addition, the SDE genes and miRNAs are highlighted in the volcano plots for the colon and blood (Figures 1B, D).

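In colon, the DSS mice and the control mice did not overlap in 209 of the 542 miRNAs tested, and 87 of these were lower in every DSS mouse. This is 38.6% of the miRNAs tested, where chance gives 10% on average for 3 mice against 3. Since miRNAs of a library are not independent and other splits of the mice were not counted this way, the excess was not tested. The median log2 fold change over all 542 miRNAs was 0.04 with TMM factors, and it shifted to 0.26 when the libraries were scaled by their total counts alone. Under that scaling 38 miRNAs were SDE and higher and 9 were SDE and lower in DSS mice (edgeR's quasi-likelihood test, adjusted p at most 0.05 with Benjamini-Hochberg adjustment).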

**FIGURE 1:**
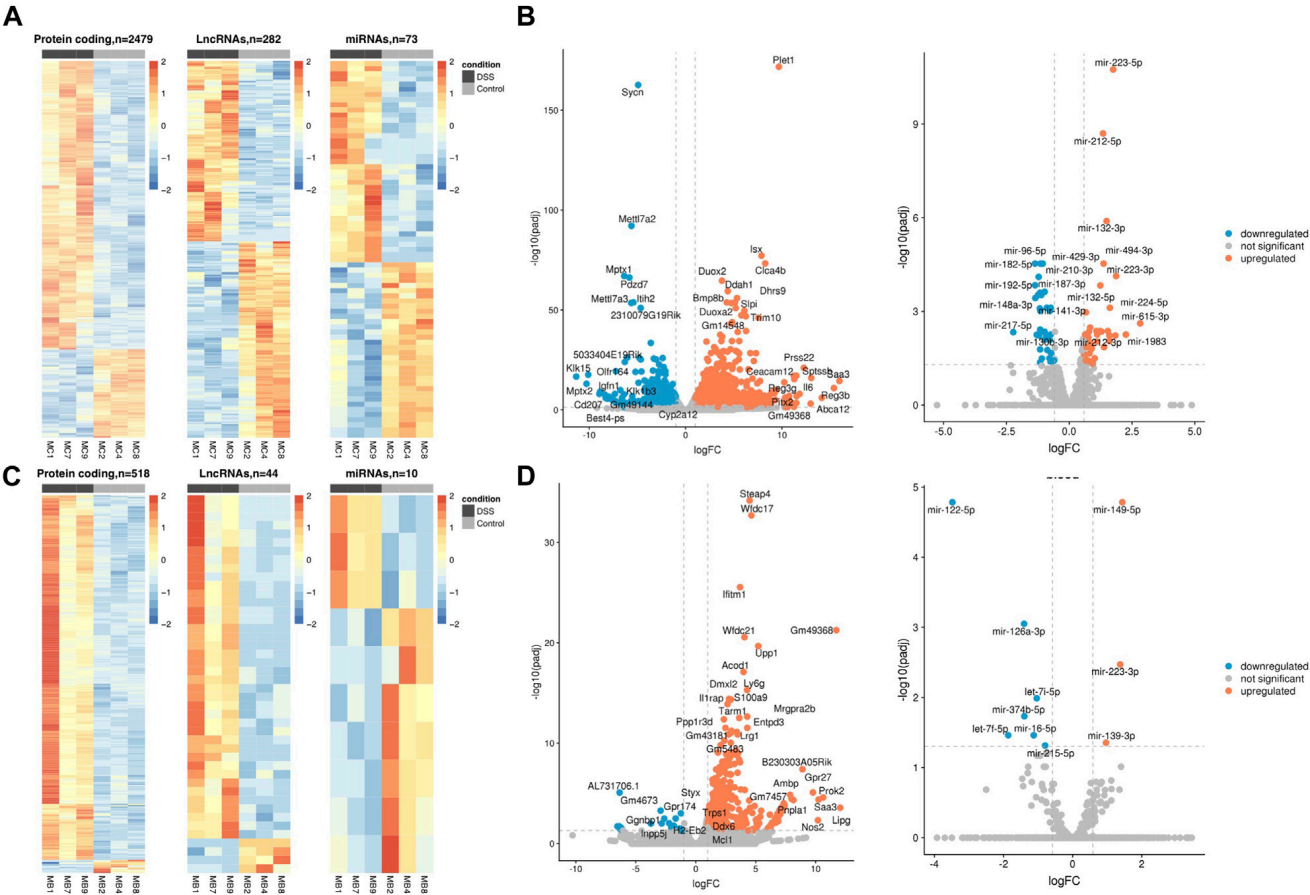
DSS-UC mouse transcriptional signature. Heatmaps of SDE PCGs, lncRNAs, and miRNAs, based on z-scores of normalized log counts for **(A)** colon and **(C)** blood. Volcano plots log2FC ratio on the x-axis versus -log10 padj on the y axis for colon **(B)** and blood **(D)**. (UC, *n* = 3 and CO, *n* = 3).

From the SDE genes in the colon, we detected 116 genes with a human ortholog situated within 100 kb distance of the known Informatory bowel disease (IBD)-risk loci (Jostins et al., 2012; de Lange et al., 2017), i.e., 110 PCGs, two lncRNAs, and four other RNAs. In blood, 30 SDE genes, all PCGs, were IBD-risk loci associated (Supplementary File S3). In addition, several of the SDE genes, including *Reg3b, Abca12, Sptssb, Prss22, Pitx2, Ceacam12, Myot, Defb37, Gml,* and *Ugt2b5* in the colon and *Gpr27, Gm7457, Usp2, Stfa3, Gm37800, Dync2li1, Gm32486, Gm7206, Gm33326,* and *Epha2* in blood have not been identified previously in this model. The top 10 up- and downregulated (padj ≤ 0.05, avg. exp > 100) genes in the colon and blood are listed in Supplementary Table S1.

To investigate the roles of the SDE PCGs in the UC colon and blood, we performed a functional enrichment analysis (Supplementary File S4). The top-ranked processes and pathways for the mouse colon include the immune and inflammatory system, response to inflammation, and organ/tissue remodeling (Supplementary Figure S3A). In particular, the KEGG disease pathway for IBD is enriched, with almost half of the pathway genes being SDE in our data. Although the number of SDE genes in blood is lower than in the colon, the top-ranked processes and pathways enriched for the SDE genes in blood overlap highly with the colon (Supplementary Figure S3B) and are mainly related to the immune system, inflammatory system, and connective tissue.

For the SDE lncRNAs, we performed functional enrichment of their genomic neighbors expressed in our samples (Supplementary Methods). We retrieved 888 PCGs in the colon and 159 PCGs in the blood (Supplementary File S5). Cancer, organismal injury and abnormalities, gastrointestinal disease, and immunological disease were overrepresented for both tissues, with more substantial significance in the colon than in blood (Supplementary File S5).

In the colon, for 59 out of 73 SDE miRNAs, we identified 2,330 target candidates expressed in our samples, and for blood, for eight out of 10 SDE miRNAs, we identified 1,641 targets expressed in our samples (Supplementary Figures S4A, B). In addition, functional enrichment of the targets in the colon and blood showed an overrepresentation of immune-related processes, several infectious and immunological diseases, and JAK-STAT, thyroid hormone, and MAPK signaling pathways (Supplementary File S6).

### Overlap of SDE genes in the colon and blood of the UC mouse

To identify genes commonly differentially regulated in the colon and blood of UC mice with importance in the disease phenotype, 284 genes were retrieved (Supplementary File S7). Venn diagrams and an MA plot illustrating these genes' relationship in the colon and blood are shown in Figures 2A, B. From SDE common PCGs, *Prok2* (chemoattractant, labeled as an outlier), *Saa3* (acute phase apolipoproteins), and *Gm49368* (predicted gene) were the three most upregulated genes in the colon (based on logFC), while in blood, *Gm49368* was the highest followed by *Prok2* and *Saa3*. All five common lncRNAs showed significant upregulation, with *Gm11714* most upregulated in the blood and *Mirt2* most upregulated in the colon (and second-most upregulated in the blood). For the miRNAs, miR-223-3p is the only common SDE (padj ≤ 0.05), showing upregulation in both colon and blood with higher expression in blood than in the colon, possibly indicating an immune-cell enriched miRNA. However, with a less stringent threshold of padj < 0.1, we identify three other common miRNAs downregulated in both colon and blood: miR-194-5p, miR-196b-5p, and miR-215-5p. 

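miR-223-3p (UGUCAGUUUGUCAAAUACCCCA) comes from Mir223 on chromosome X of GRCm38, from 96242817 to 96242926 on the plus strand, within an exon of the noncoding transcript F630028O10Rik and 4277 bp from the protein-coding gene Vsig4. In colon it was 34.6 ± 20.6 CPM (SD, n = 3) in DSS mice and 9.08 ± 0.815 CPM (SD, n = 3) in control mice. The log2 fold change was 1.93 (standard error 0.41, adjusted p = 0.0431 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 1.33 and 2.22 with each mouse left out in turn, with adjusted p-values up to 0.151. In blood it was 27.2 ± 9.65 CPM (SD, n = 3) in DSS mice and 11.0 ± 1.30 CPM (SD, n = 3) in control mice, a log2 fold change of 1.31 (standard error 0.29) with an adjusted p of 0.165 from the same edgeR test. DESeq2's Wald test gave adjusted p-values of 7.27e-05 in colon and 0.00329 in blood, and with it miR-223-3p was the 1 miRNA with an adjusted p of at most 0.05 in both tissues. With edgeR and the filter on low counts 0 miRNAs were, and without this filter 1 was, again miR-223-3p. In both tissues every DSS mouse had a higher level of miR-223-3p than every control mouse. The other strand, miR-223-5p, was lower on average in the blood of DSS mice, at 3.31 ± 1.77 CPM against 5.80 ± 1.38 CPM (SD, n = 3 each), with overlapping groups (log2 fold change -0.80, adjusted p = 0.451 from the same edgeR test). For a comparison of the tissues, CPM were computed with TMM factors over all 12 libraries. The mean log2(CPM + 1) of miR-223-3p was 0.51 higher in blood than in colon, and 5 of the 6 mice had the higher level in blood, but the difference was not larger than the spread between mice (exact permutation test, two-sided, p = 0.377, n = 6 libraries per tissue). This permutation test pooled DSS and control libraries, so the spread includes the effect of DSS. The control mice had 10.9 to 13.7 CPM in blood and 6.69 to 8.17 CPM in colon, without overlap. The DSS mice had 24.9 to 53.8 CPM in blood and 15.4 to 50.3 CPM in colon, with overlap. Paired by mouse, the exact sign-flip test gave p = 0.219 (two-sided, n = 6 mice). With the libraries scaled by total counts alone the difference in mean log2(CPM + 1) was 0.01. The blood totals hold the sequence shared by miR-486a-5p and miR-486b-5p under both names, which lowers the blood CPM under this scaling. They were 21.1M to 32.9M as deposited and 12.9M to 19.9M with each mature sequence counted once. The value of 0.01 is therefore no fair measure of the tissue difference. The difference was 0.70 with RLE factors, 0.61 with the deposited normalized values and 0.26 to 0.81 with each mouse left out in turn. The smallest exact permutation p among these alternatives was 0.175. From the rise in both tissues and the level in blood, the paper proposes that miR-223-3p is enriched in immune cells.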

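miR-194-5p is encoded by a pair of precursors in the GRCm38 annotation, Mir194-1 on chromosome 1 (185313319 to 185313385, opposite to an intron of Iars2) and Mir194-2 on chromosome 19 (6264643 to 6264728, outside any annotated gene), and the reads do not tell these copies apart. miR-215-5p comes from Mir215 on chromosome 1 (185313581 to 185313692), next to Mir194-1, and miR-196b-5p from Mir196b on chromosome 6 (52230081 to 52230165, within an exon of Hoxa9). In colon, miR-194-5p was 3840 ± 1456 CPM in DSS mice and 8111 ± 1024 CPM in control mice (SD, n = 3 each), a log2 fold change of -1.08 (standard error 0.27, adjusted p = 0.0491 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-196b-5p fell from 767 ± 101 CPM to 482 ± 83.9 CPM (SD, n = 3 each; log2 fold change -0.67, standard error 0.17, adjusted p = 0.0491 from the same edgeR test). The change of miR-215-5p, from 26453 ± 2276 CPM to 15907 ± 8188 CPM (SD, n = 3 each), was not larger than the spread between mice, since the groups overlapped (log2 fold change -0.73, adjusted p = 0.194 from the same edgeR test). In blood the log2 fold changes were -0.78 for miR-194-5p, -0.81 for miR-196b-5p and -0.85 for miR-215-5p, each with an adjusted p of 0.246 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every DSS mouse was lower than every control mouse. With edgeR and the filter on low counts, no miRNA had an adjusted p under 0.1 in both tissues. Without the filter 2 had, among them miR-223-3p. Without DSS mouse 1 there was 1, miR-142a-3p, which changed in opposite directions in the tissues. None of the edgeR fits gave miR-194-5p, miR-196b-5p or miR-215-5p. DESeq2's Wald test gave 6, which are these 3 miRNAs, miR-223-3p, miR-126a-3p and miR-363-3p, and 4 of the 6 changed in the same direction in both tissues, while miR-126a-3p and miR-363-3p were higher in colon and lower in blood. Its adjusted p-values for miR-215-5p were 0.0725 in colon and 0.0472 in blood.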

All three are highly abundant in the colon and less abundant in blood and have previously been shown to be colon tissue-specific in humans, according to the miRNA TissueAtlas database (Ludwig et al., 2016). miR-223-3p showed to be more abundant in blood compared to the others (Ludwig et al., 2016).

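Over the 6 mice, the mean level of miR-194-5p was 4941 ± 2112 CPM in colon and 60.1 ± 16.0 CPM in blood (SD, n = 6 each, TMM factors over all 12 libraries). miR-196b-5p was 519 ± 145 CPM in colon and 7.93 ± 1.82 CPM in blood, and miR-215-5p was 17497 ± 6344 CPM in colon and 37.1 ± 10.4 CPM in blood (SD, n = 6 each). On the scale of log2(CPM + 1), blood was lower than colon by differences of -6.25, -5.84 and -8.79 in the order miR-194-5p, miR-196b-5p and miR-215-5p, in all 6 mice (exact permutation test, two-sided, p = 0.00216 for each, the smallest that 6 libraries against 6 allow). Paired by mouse, the exact sign-flip test gave p = 0.0312 for each, the smallest that 6 mice allow (two-sided). The mean correlation of a mouse's deviations from the group means in blood with its deviations in colon was -0.082 over 357 miRNAs, so the libraries of the same mouse did not deviate together. In blood the level of miR-196b-5p rests on 113 to 265 counts per library. The level of miR-215-5p in blood was 0.207% of that in colon (median of 6 mice), 2.08 times the share of miR-145a-5p, the lowest of 18 miRNAs of epithelium and smooth muscle.

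**Figure D1:**
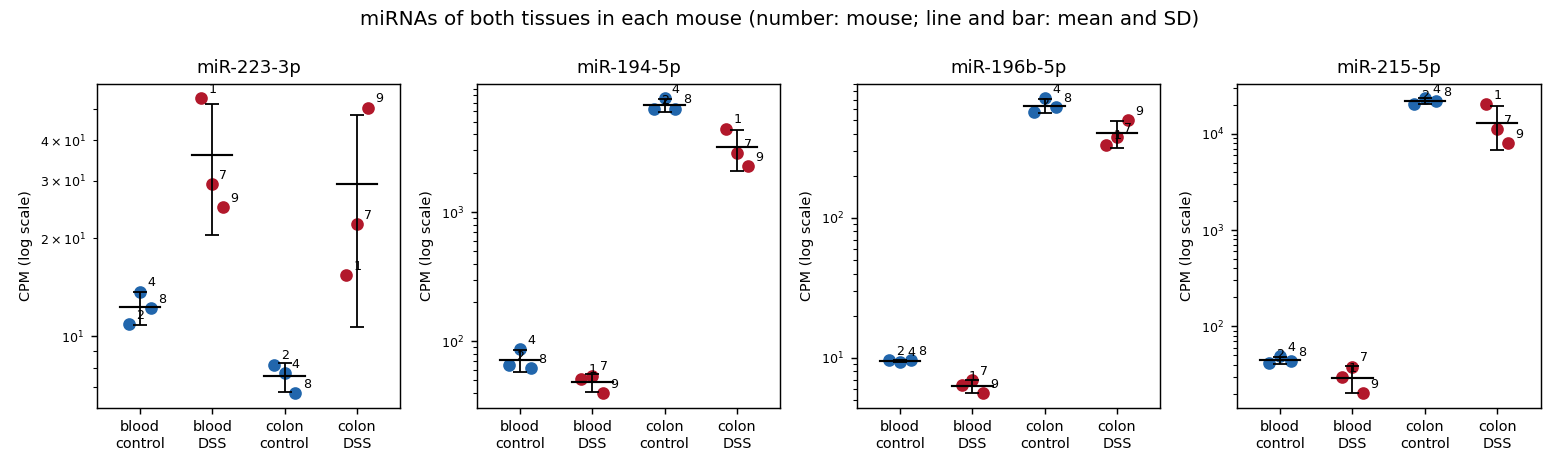
Level of each miRNA in CPM (vertical axis, log scale) in blood and colon of control mice (blue) and DSS mice (red), with TMM factors over all 12 libraries. Each point is a library labelled with its mouse, the long line is the mean of 3 mice and the bar the SD. miR-194-5p, miR-196b-5p and miR-215-5p are higher in colon than in blood in all 6 mice, and miR-223-3p is higher in blood in 5 of the 6.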

**FIGURE 2:**
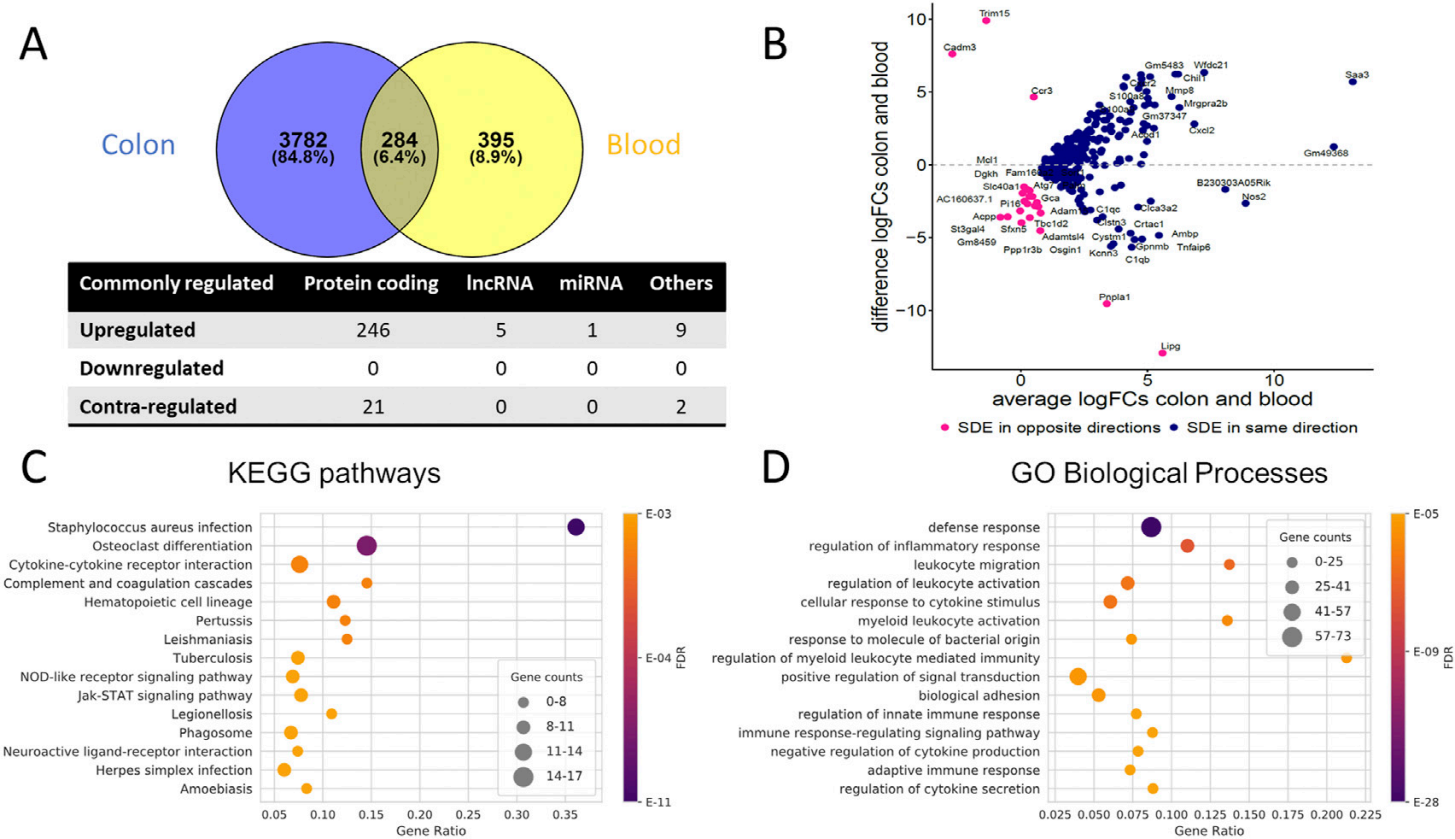
Commonly dysregulated SDE genes in UC mouse colon and blood. **(A)** Venn diagram of the SDE genes overlap between colon and blood; Other RNAs include pseudogenes, TEC, snoRNA, miscRNA, etc. Contra-regulated genes are commonly SDE genes in both tissues, which are regulated in opposite directions **(B)** MA Plot showing the relationships between log_2_FC in colon and blood for each of the common SDE genes; y-axis indicates whether the gene has a higher FC in colon or blood, x-axis reflects the cumulative FCs magnitude in colon and blood. Genes labeled as an outlier in each tissue were removed from the plot. **(C)** Top 15 enriched KEGG pathways and **(D)** Top 15 enriched GO biological processes for the common SDE genes between mouse blood and colon. Gene ratio corresponds to the ratio between the number of common SDE and all expressed genes in the pathway. The dot size indicates the number of SDE genes (gene counts), while the color represents the enrichment significance as given by the FDR adjusted *p*-values.

Collectively, the common SDE genes define distinct inflammatory, immune system, and connective tissue-related gene expression signatures. We observed the enrichment of genes in processes related to the immune system, specifically the regulation of inflammatory response and leukocyte activation and cytokine-cytokine receptor interactions (Figures 2C, D, Supplementary Figure S3C). In addition, several KEGG pathways are related to infectious diseases (bacterial, viral, and parasitic) that alter the immune response of cells. Analysis using IPA confirms these findings (Supplementary File S7).

### Comparison between SDE genes in UC mouse colon and blood with human UC

#### Colon and blood transcriptomics signature of human UC

To obtain reliable sets of SDE genes in human UC and compare them with the mouse in both colon and blood, we identified and combined SDE genes from several public human datasets. For the colon, 2 RNA-Seq (Haberman et al., 2019) and 2 microarray studies (Mirza et al., 2015; Vanhove et al., 2015) and for blood, 2 RNA-Seq studies (Mo et al., 2018; Ostrowski et al., 2019) were used (Table 2, Supplementary File S8). Human miRNA data for the colon was obtained by combining one RNA-Seq and one microarray dataset. Unfortunately, we have not been able to identify any high-quality miRNA dataset corresponding to the whole blood of UC patients.

**TABLE 2:** Public human UC datasets used in our study.

	Accession	Description	Platform	Method	Number of samples
Colon Total RNA-Seq					
	GSE109142	Pediatric cohort, treatment-naive	RNA-Seq	Illumina TruSeq mRNA-Seq, 75 paired-End	206 UC, 20 CO
	GSE117993	Pediatric cohort, treatment-naive	RNA-Seq	Illumina TruSeq mRNA-Seq, 75 Single-End	43 UC, 55 CO
	GSE59071	Adult cohort	Microarray	Affymetrix GeneChip Human Gene 1.0 ST array	74 UC, 11 CO (colon)
	GSE67106	Adult cohort	Microarray	Agilent Custom 8 × 60K format lncRNA expression microarray	15 UC, 9 CO (colon, rectum)
Colon Small RNA-Seq					
	GSE89667	Adult cohort	Small RNA-Seq	Illumina HiSeq 2500	10 UC, 18 CO (diverticular disease)
	GSE48957	Adult cohort	Microarray	Affymetrix Multispecies miRNA-2 Array	10 UC, 10 CO
Blood Total RNA-Seq					
	GSE112057	Pediatric cohort	RNA-Seq	Illumina HiSeq 2000, 100 paired-End	15 UC, 12 CO
	PRJEB28822-C	Pediatric cohort	RNA-Seq	Ion AmpliSeq Transcriptome	34 UC, 35 CO
	PRJEB28822-A	Adult cohort	RNA-Seq	Ion AmpliSeq Transcriptome	37 UC, 32 CO

The combined sets of human SDE PCGs and lncRNAs contained ∼11,000 genes in the colon and ∼2,000 genes in the blood (padj ≤ 0.05 in at least two datasets and consistently differentially regulated across datasets). We observed approximately equal proportions of up- and downregulated PCGs in the colon and a predominant (∼75%) upregulation in blood. However, in both colon and blood, lncRNAs were mainly (∼60%) downregulated. Furthermore, ∼2,500 genes in the colon and ∼130 genes in the blood were inconsistently differentially regulated between the datasets and thus not included in the combined SDE gene sets. By combining the two public small RNA-Seq datasets in the colon (Van der Goten et al., 2014; Lin et al., 2016), we obtained 207 SDE miRNAs with padj ≤ 0.05 in at least one dataset, and 37 were SDE in both datasets. No miRNA was found to be inconsistently differentially regulated between the two datasets (Table 3).

**TABLE 3:** Numbers of SDE genes in human colon and blood combined datasets. (For all padj ≤ 0.05 in min 2 datasets).

	Colon	Blood
PCGs	▲4658 ▼4909 ✗1531	▲1382 ▼511 ✗177
lncRNAs	▲454 ▼673 ✗812	▲12 ▼16 ✗6
miRNAs	▲14 ▼19	NA
*Others	▲450 ▼181 ✗204	▲16 ▼16 ✗6

*e.g. Pseudogenes, TEC, snoRNA, miscRNA, etc. Upregulation ▲, Downregulation ▼, Inconsistent ✗.

#### Comparison between SDE genes of human and mouse UC

Using one-to-one and one-to-many orthology assignments, we compared the combined sets of SDE genes in humans with the sets of SDE genes in mouse colon and blood (Table 4). For the colon, almost 75% of the SDE mouse genes with human orthologs are also found in the human SDE set. For blood, only 30% of the SDE mouse genes with human orthologs are found in the human blood SDE gene set. The enrichment analysis for these common SDE PCGs in the UC colon and blood showed mainly immune, inflammatory, and connective tissue processes (Supplementary Files S9, 10). Seven lncRNAs showed significant up- (*H19, DNM3OS, 5430425K12RIK, 3110039I08RIK,* and *FENDRR*) and down-regulation (*HOXA11OS* and *HOTTIP*) in the colon of both mice and humans, while no common lncRNAs were detected in the blood. For five out of seven common colon SDE lncRNAs, 33 neighboring genes (100 kb upstream and downstream) were retrieved, and they were enriched for terms including connective tissue disorders, organismal injury, and abnormalities. Of the common miRNAs, twelve were downregulated, and nine were upregulated in the same direction in mouse and human colon. Functional enrichment analysis for the 1,468 targets (detected in our samples) of 17 out of 21 SDE miRNAs in the colon showed enrichment for terms including cancer, organismal injury and abnormalities, gastrointestinal disease, and several immune-related processes (Supplementary File S9).

**TABLE 4:** Numbers of overlapping genes between UC mouse and UC human colon and blood (For all padj ≤ 0.05). ⇈: Upregulation in both mouse and human, ⇊: Downregulation in both mouse and human, ⇅: Opposite directions between mouse and human

	Colon			Blood		
Human SDE genes with mouse orthologs	8446 (+ 116 miRNAs)			1723		
Mouse SDE genes with human orthologs	3066 (+ 70 miRNAs)			512		
Common SDE gens in Human and Mouse	1937 (⇈1082, ⇊360, ⇅495)			159 (⇈154, ⇊3, ⇅2)		
	⇈	⇊	⇅	⇈	⇊	⇅
PCGs	1061	345	489	154	3	2
lncRNAs	5	2	1	0	0	0
miRNAs	9	12	4	NA	NA	NA
*Others	7	1	1	0	0	0

*(e.g. Pseudogenes, TEC, snoRNA, miscRNA, etc).

Though ∼25% of common SDE genes in the colon are contra-regulated, 356 genes with upregulation in mice and downregulation in humans showed to be mainly involved in lipid metabolism, ion transport, regulation of localization, and trans-synaptic signaling. This could reflect species-specific differences in biological processes’ gene regulation. No enrichment was found for the 133 genes, downregulated in mice and upregulated in humans. *Dio3os* was the only lncRNA in the colon with upregulation in UC mice and downregulation in humans. miR-10a-5p, miR-10b-3p, and miR-10b-5p were colon miRNAs upregulated in mice and downregulated in humans and highly expressed in both. In contrast, miR-130-3p was downregulated in mice and upregulated in humans, though lower expressed in both organisms compared to the other three miRNAs (Supplementary File S9).

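In mouse colon, miR-10a-5p was 39646 ± 27318 CPM in DSS mice and 14430 ± 541 CPM in control mice (SD, n = 3 each), a log2 fold change of 1.46 (standard error 0.52, adjusted p = 0.111 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-10b-5p was 19113 ± 13528 CPM against 5983 ± 90.7 CPM (log2 fold change 1.68, adjusted p = 0.106 from the same edgeR test), and miR-10b-3p was 24.8 ± 15.2 CPM against 7.80 ± 0.378 CPM (SD, n = 3 each; log2 fold change 1.67, adjusted p = 0.0850 from the same edgeR test). With DESeq2's Wald test the adjusted p-values were 0.0137, 0.00871 and 0.00585 in the order miR-10a-5p, miR-10b-5p and miR-10b-3p. The spread within the DSS group was large. For miR-10a-5p, DSS mouse 1 had 67705 CPM and DSS mouse 7 had 38098 CPM, while DSS mouse 9 had 13136 CPM, lower than each control mouse. miR-10b-5p was 31582, 21027 and 4730 CPM in the DSS mice 1, 7 and 9. The groups therefore overlapped in each of the 3 miRNAs. The mature sequences of miR-10a-5p (UACCCUGUAGAUCCGAAUUUGUG) and miR-10b-5p (UACCCUGUAGAACCGAAUUUGUG) are close to identical, so their counts are uncertain to the extent that reads were assigned to the wrong one. Mir10a lies on chromosome 11 of GRCm38 (96317165 to 96317274), 993 bp from Hoxb4, and Mir10b on chromosome 2 (74726070 to 74726137), in an intron of Hoxd3 and Hoxd4.

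**Figure D2:**
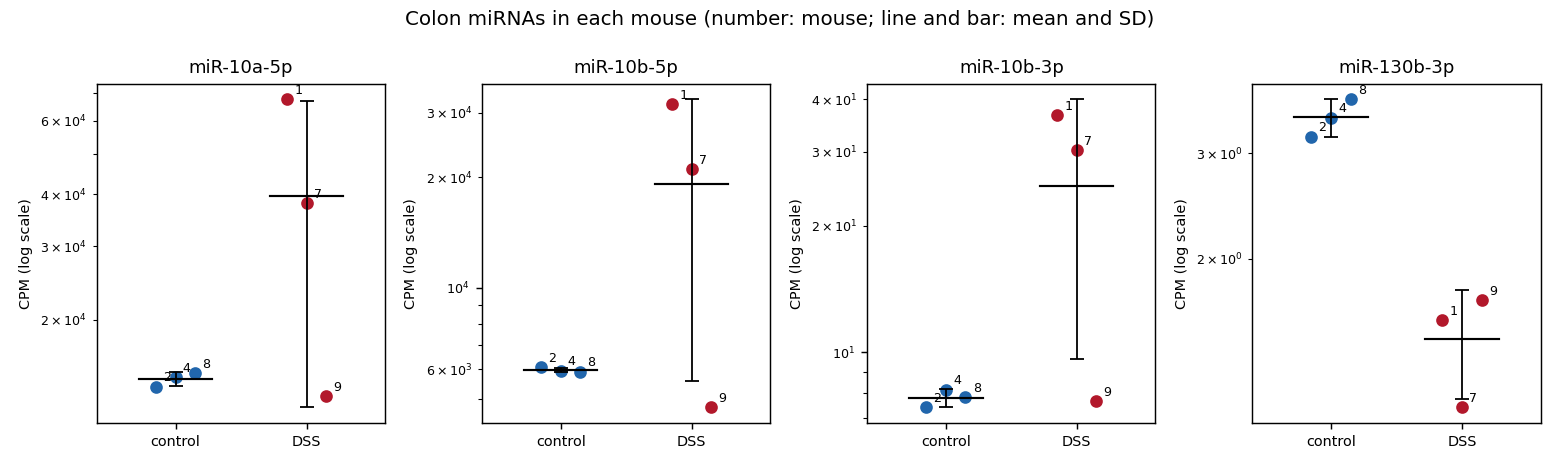
Level of miR-10a-5p, miR-10b-5p, miR-10b-3p and miR-130b-3p in CPM (vertical axis, log scale) in the colon of 3 control mice (blue) and 3 DSS mice (red). Each point is a library labelled with its mouse, the long line is the mean and the bar the SD. For the miR-10 members DSS mice 1 and 7 are above the controls and DSS mouse 9 is level with or below them, and for miR-130b-3p all 3 DSS mice are below the controls.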

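Supplementary File S2 lists miR-130b-3p for the mouse colon. It was 1.47 ± 0.302 CPM in DSS mice and 3.45 ± 0.249 CPM in control mice (SD, n = 3 each), a log2 fold change of -1.22 (standard error 0.24, adjusted p = 0.0431 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with each mouse left out in turn the adjusted p was 0.0444 to 0.151. Its other strand, miR-130b-5p, also fell, from 23.7 ± 2.99 CPM to 13.4 ± 1.30 CPM (SD, n = 3 each; log2 fold change -0.82, adjusted p = 0.0431 from the same edgeR test). The related miR-130a-3p was 8.49 ± 0.403 CPM in DSS mice and 7.01 ± 0.784 CPM in control mice (SD, n = 3 each) and did not pass the threshold (log2 fold change 0.28, adjusted p = 0.268 from the same edgeR test). These directions were the same with each of the 4 scalings of the libraries tried. Mir130b lies on chromosome 16 of GRCm38 (17124061 to 17124142) in an intron of 2610318N02Rik.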

Overall, 51 genes were identified as commonly SDE between the colon and blood of humans and mice compared with the healthy controls (Figure 3A). These genes were all upregulated except for *PP1R3B,* which is upregulated in blood and downregulated in the colon. From these genes, only *SLC11A1* and *STAT3* were IBD risk loci associated. Collectively, these strictly filtered genes showed to be mainly involved in inflammatory, immunological, and connective tissue-related processes (Figure 3B, Supplementary File S11). Neither of five lncRNAs and one miRNA, which were commonly SDE between the colon and blood of mice, were present in the human datasets.

**FIGURE 3:**
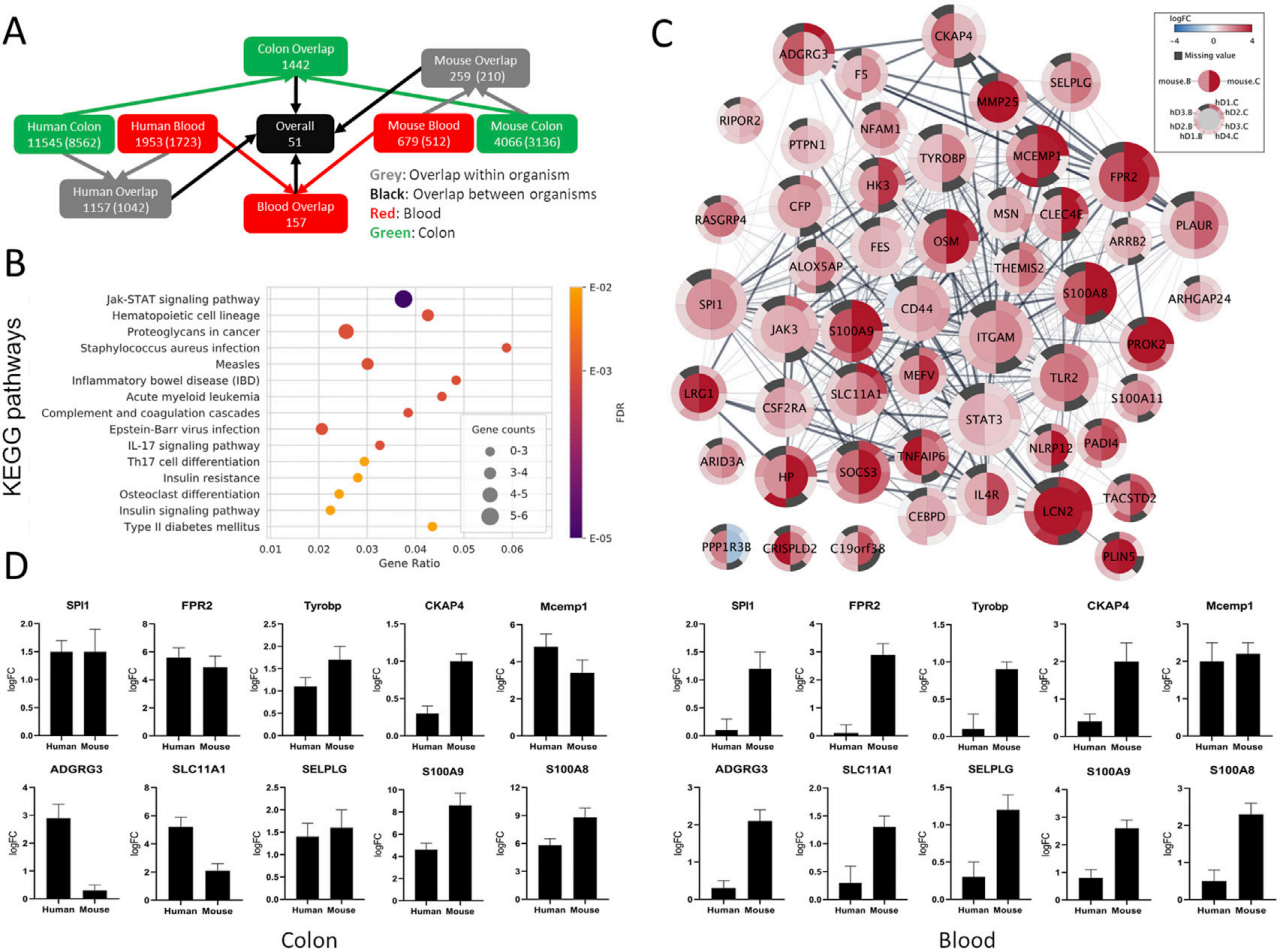
Comparison between SDE genes of human and mouse UC. **(A)** Gene overlap diagram between human combined sets and mouse colon and blood SDE genes with padj ≤ 0.05. The total number of genes in the sets and orthologous genes (in parenthesis) is shown. **(B)** Top 15 enriched KEGG pathways for the common SDE genes between human, mouse colon, and blood. Gene ratio corresponds to the ratio between the number of common SDE genes in mouse-human and all human genes in the pathway. The dot size indicates the SDE gene number (gene counts), while the color represents the enrichment significance given by the FDR adjusted *p*-values. **(C)** Differential gene expression visualization on the STRING network of genes shared between mouse (inner node circle) and human (outer node circle) in the blood (left node half) and colon (right node half). log2FC values are shown with a blue-white-red gradient, and dark grey color indicates missing values. The size of the nodes corresponds to their network importance as measured by a combination of degree, closeness, and betweenness centrality. **(D)** To validate the expression level of a few selected genes common in the colon and blood of human and mouse UC, qRT-PCR was performed. S100A8 and S100A9 were used as positive inflammatory controls.

From the 51 genes common between humans and mice in both colon and blood, 19 were selected for qPCR validation in a separate human UC cohort and the UC mice. Selected genes were either novel in a UC phenotype setting or not previously reported as therapeutic targets or biomarkers. IPA and Pharos were used to assess the therapeutic and biomarker applications of the 51 genes (Supplementary File S11). Furthermore, the selected genes were among the top central in the network of protein-protein associations retrieved from STRING v11 (Figure 3C, see ranking scores in Supplementary File S11) as measured by a combination of three complementary centrality measures (degree, closeness, and betweenness). While degree accounts for the direct interaction partners of each node, closeness and betweenness measure how central and thus important a node is with respect to all other nodes in the network (Ranking explained in Supplementary Methods). The expression pattern of all tested genes by qPCR in the colon and blood in both mouse and human validation cohorts nicely matched the RNA-seq analysis (Figure 3D and Supplementary Figure S5). The UC phenotype functional conservation and the importance for direct protein interactions with well-known immune-related and inflammatory genes suggest that these genes have high therapeutic-target and diagnostic application potential.

## Discussion

Over the last few years, several transcriptional profiling studies have provided evidence regarding the differential regulation of PCGs, lncRNAs, and miRNAs in UC (Mirza et al., 2015; Taman et al., 2018; Yarani et al., 2018; Haberman et al., 2019). Given the complex nature of UC, an *in vivo* model approach to studying its etiology is of paramount importance. The DSS-UC mouse has been extensively used as a surrogate to human UC. However, its transcriptional landscape and its (dis-) similarity to human UC have not yet been studied and comprehensively characterized.

Here, we performed colon and blood transcriptional profiling of UC mice for coding and non-coding RNAs and investigated the affected biological pathways. Our analyses showed that most differentially regulated genes are upregulated and involved in immunological and inflammatory responses and connective tissue, organ abnormality, and injuries. This points to the pathological nature of UC and the importance of inflammatory processes in destroying epithelium and aggravation of the disease. Moreover, alterations and mainly upregulation of genes that suppress inflammation were detected in the colon and blood. Genes, which demonstrated significant downregulation, were mainly genes with basic metabolic functions involved in cellular growth and proliferation, lipid, vitamin, amino acid, and mineral metabolism. Most of the genes common between the colon and blood of UC mice are regulated in the same direction (upregulated) and are related to immune or inflammatory processes. Among these genes, *S100a8, S100a9, Il1b, Lcn2, C3, Cxcl2, Nos2, Slpi, Socs3, Ifitm6, Csf2rb, Tlr2,* and *Cd44* have previously been detected in UC mouse models in other studies (te Velde et al., 2007; Hansen et al., 2009; Fang et al., 2011; Holgersen et al., 2015; Rankin et al., 2018). Several other SDE genes in the colon and blood from our study, including *Lipg, Gm5483, B230303A05Rik, Ambp,* and *Trem3,* have not been shown previously in this model. The largest overlap of 1,566 SDE genes was with a recent study by Czarnewski et al. (2019) where deep RNA sequencing was performed to stratify different subtypes of human UC using the common genes in human and mouse UC. Although they used a very similar approach, their study did not consider non-coding RNAs nor blood transcriptomes.

Here we investigated the transcriptional landscape of both lncRNAs and miRNAs in the colon and blood of the DSS-UC mice model and identified widespread differential regulation of non-coding RNAs. Numerous SDE lncRNAs and miRNAs were identified in both tissues, many of which have not been reported previously. Several SDE lncRNAs in the colon have been widely studied previously, including *H19, Meg3, Hottip, Hoxa11os,* and *Mirt2*. The latter was also SDE in blood and is a negative regulator of inflammation (Du et al., 2017). *H19* upregulation is believed to decrease the expression of the vitamin D receptor significantly and thus have a destructive effect on the intestinal epithelial barrier function by increasing permeability and decreasing the expression of ZO-1 and occludin tight junction proteins (Chen et al., 2016; Yarani et al., 2018). Not much is known regarding the other lncRNAs in UC settings, but recently *Meg3* was shown to inhibit the inflammatory response in ankylosing spondylitis characterized by chronic inflammation (Li et al., 2020). *Hottip* silencing in rheumatoid arthritis led to reduced inflammation (Hu et al., 2020). In UC mouse blood, lncRNAs *Neat1* and *Panct2* also showed to be SDE in disease. *Neat1* is shown to be proinflammatory, and its inhibition suppresses the inflammatory response in IBD (Liu et al., 2018), whereas little is known about *Panct2*. Moreover, numerous SDE lncRNAs were not reported before in UC mouse, including the top three upregulated *9130221F21Rik*, *E230034D01Rik*, *1200007C13Rik* in the colon, and *Gm7457*, *Gm37800*, *Gm32486* in blood, and many more up- and downregulated new lncRNAs were identified in our study.

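In the colon of DSS mice, 11 miR-30 family members were tested and all 11 were lower than in control mice with TMM factors, with log2 fold changes from -0.67 to -0.18. miR-30e-5p was the 1 member that was SDE, at 553 ± 64.2 CPM against 878 ± 61.1 CPM in control mice (SD, n = 3 each; log2 fold change -0.67, adjusted p = 0.0431 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scaled by total counts alone, 9 members were lower and 2 were higher, and the change was relative to a median shift of all miRNAs toward higher values. miR-21a-5p rose from 36699 ± 2364 CPM to 59588 ± 15180 CPM (SD, n = 3 each; log2 fold change 0.70, standard error 0.22, adjusted p = 0.0863 from the same edgeR test). miR-142a-3p was 41.6 ± 27.7 CPM against 13.7 ± 3.10 CPM and miR-142a-5p 545 ± 337 CPM against 265 ± 65.9 CPM (SD, n = 3 each), with log2 fold changes of 1.60 and 1.04 and adjusted p-values of 0.0728 and 0.149 from the same edgeR test. With DESeq2's Wald test the adjusted p-values were 0.0368, 0.00418 and 0.0645 in the order miR-21a-5p, miR-142a-3p and miR-142a-5p. Every DSS mouse exceeded every control mouse in miR-21a-5p and miR-142a-3p but not in miR-142a-5p. miR-192-5p fell from 83335 ± 10233 CPM to 34131 ± 14079 CPM (SD, n = 3 each; log2 fold change -1.29, standard error 0.31, adjusted p = 0.0491 from the same edgeR test). In blood, miR-16-5p was 316 ± 47.8 CPM in DSS mice and 715 ± 255 CPM in control mice, and miR-126a-3p was 15.2 ± 1.56 CPM and 41.6 ± 13.4 CPM (SD, n = 3 each). Both were lower in every DSS mouse, with log2 fold changes of -1.18 (adjusted p = 0.236) and -1.45 (adjusted p = 0.165) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with DESeq2's Wald test the adjusted p-values were 0.0337 and 0.000866. The passenger strands miR-16-1-3p and miR-16-2-3p were higher in the DSS mice on average, with log2 fold changes of 0.89 and 1.04, and did not pass the threshold (adjusted p = 0.568 and 0.451 from the same edgeR test).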

Among the SDE miRNAs, several IBD-related miRNAs, including miR-30, miR-223, miR-21, and miR-142, were upregulated, and miR-192 was downregulated in the colon, while miR-223, miR-16, and miR-126 were upregulated in blood. miR-223-3p is the only miR upregulated in both colon and blood of the UC mice. It is upregulated in neutrophils and monocytes and acts as a controller of NLRP3 inflammasome activity, regulating the intestine inflammatory process by affecting IL-1β production (Neudecker et al., 2017). It has also been shown that miR-223 mediates the cross-talk between the intestinal barrier and the IL-23 pathway by targeting CLDN8, a claudin protein that constitutes the backbone of the intestinal barrier (Wang et al., 2016a; Yarani et al., 2022). miR-223 has also been used as a biomarker in IBD (Wang et al., 2016b; Yarani et al., 2022). Thus, the evidence suggests its proinflammatory role and highlights its potential as an RNA biomarker that seems to be conserved between different species. It is noteworthy that in the current study, many new SDE miRNAs are identified which are not shown in the UC mouse model previously, including the top three upregulated miR-615-3p, miR-212-3p, miR-224-5p in the colon, and miR-149-5p in blood, and many more, which need future detailed functional investigations.

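By log2 fold change in colon, miR-615-3p ranked 1 of the 542 miRNAs tested, miR-212-3p ranked 4 and miR-224-5p ranked 6. miR-615-3p was 4.25 ± 3.36 CPM in DSS mice and 0.568 ± 0.223 CPM in control mice (SD, n = 3 each). Its log2 fold change was 2.86 (standard error 0.84), and it was not SDE (adjusted p = 0.0739 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00238 from DESeq2), with DSS mouse 9 at 0.697 CPM against 7.38 and 4.68 CPM in DSS mice 1 and 7. miR-212-3p was 2.52 ± 0.620 CPM against 0.681 ± 0.335 CPM (SD, n = 3 each; log2 fold change 1.89, adjusted p = 0.0431 from the same edgeR test), and miR-224-5p was 362 ± 198 CPM against 112 ± 14.5 CPM (SD, n = 3 each; log2 fold change 1.69, adjusted p = 0.0491 from the same edgeR test). Mir615 lies on chromosome 15 of GRCm38 (103014910 to 103015001) in an intron of Hoxc5, Mir212 on chromosome 11 (75173388 to 75173478) in an intron of the noncoding 1700016P03Rik, and Mir224 on chromosome X (72261031 to 72261112) in an intron of Gabre. In blood, miR-149-5p was 24.1 ± 3.80 CPM in DSS mice and 9.25 ± 0.901 CPM in control mice (SD, n = 3 each), higher in every DSS mouse. Its log2 fold change was 1.38 (standard error 0.23) with an adjusted p of 0.137, the smallest in blood, from the same edgeR test, and of 1.6e-05 from DESeq2. Mir149 lies on chromosome 1 (92850378 to 92850443) in an intron of Gpc1.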

By comparing our UC mouse to human UC data, we identified similar widespread directional differential regulation of genes. The overlap of a substantial number of differentially regulated genes in mouse and human UC suggests common fundamental mechanisms responsible for disease onset and progression. To date, few colon studies have compared the transcriptional changes in UC mouse models and human UC (Holgersen et al., 2015; Rankin et al., 2018; Czarnewski et al., 2019). Holgersen et al. (2015) identified 92 SDE genes in both human CD and UC, which were used to compare their three mouse models. Since colon samples were pooled in the DSS model, no statistical significance of differences could be calculated between disease and healthy mice. However, 59 genes showed to be shared between our lists. In their study, non-coding RNAs and blood transcriptomes were not studied. Rankin et al. (2018) however, identified 12 PCGs and six lncRNAs associated with DSS mouse colitis and human UC. No small RNA and blood profiling were performed in their study. In the Czarnewski et al. (2019) study, 650 SDE genes common between human and mouse UC colon were identified, but no non-coding RNA and blood profiling was performed. Apart from these studies, to the best of our knowledge, there are no human-mouse UC comparative studies considering both colon and blood and coding and non-coding RNAs to the scale of our research.

Although we recognize that separate analysis of common genes in the colon and blood may provide additional information, we focus on the genes that were common between both tissues in the mouse and human, thus, may represent the universal markers of UC. Ascribed to the pathophysiology of the UC and the fact that for diagnosis purposes, it is difficult to access the colon in comparison to blood, identification of biomarker candidates showing a similar differential expression in the colon and blood helps us diagnose UC faster and without the need for invasive assessments. Moreover, conserved same-direction differentially expressed genes in two distinct species might serve as a more reliable disease-specific biomarker compared with genes that are not expressed in one species or expressed differently in different species under the same pathogenic condition.

Overall, 51 common PCGs in mouse-human colon and blood with strong inflammatory and immunological profiles showed to be consistently differentially regulated. Several of these genes, including *ITGAM, STAT3, LCN2, TLR2, PLAUR, JAK3, CD44, OSM, SOCS3, S100A8, S100A9, HP, CFP, IL4R, FES,* and *CSF2RA*, have previously been associated with IBD. Interestingly, several less known/studied genes in IBD, including *SPI1, FPR2, TYROBP, CKAP4, MCEMP1, ADGRG3, SLC11A1,* and *SELPLG,* were identified among the top candidates. *SPI1* encodes an ETS-domain transcription factor PU.1 that activates gene expression exclusively in hematopoietic cells, including myeloid and lymphoid cells, e.g., such as lymphocyte B cell development, and is involved in disease-like Inflammatory diarrhea, primary mediastinal B cell Lymphoma and pediatric T cell acute lymphoblastic leukemia (Seki et al., 2017; Rothenberg et al., 2019). *FPR2* works as a chemoattractant receptor involved in antibacterial host defense and inflammation by sensing bacteria (Alessi et al., 2017), which is expressed not only by immune cells but also by epithelial, endothelial, and fibroblasts cells (He and Ye, 2017) that elicit proinflammatory responses. *FPR2* also promotes monocyte inflammatory activities, and its absence in knock-out mice results in increased bacteria load in the liver and reduced neutrophil infiltration (Carp, 1982). *TYROBP* encodes a transmembrane signaling polypeptide associated with the killer-cell inhibitory receptor family and plays a role in signal transduction and inflammation (Tomasello and Vivier, 2005). Loss of *TYROBP* has resulted in presenile dementia with bone cysts (Paloneva et al., 2000). *TYROBP* expression is increased in Alzheimer’s disease (AD) patients, and its deficiency in AD mice showed to be neuroprotective and immune-inflammatory therapeutic, which eventually slowed/arrested the progression of pathological late-onset sporadic AD (Haure-Mirande et al., 2017). *CKAP4* (also known as *CLIMP-63*) encodes a transmembrane protein and has been the focus of several investigations (reviewed in (Tuffy and Planey, 2012)) and is believed to regulate cell migration (Osugi et al., 2019). *MCEMP1* encodes a single-pass transmembrane protein involved in immune responses through mast cell differentiation (Li et al., 2005). *ADGRG3* has been shown to regulate the antimicrobial activity of granulocytes (Hsiao et al., 2018) and seems to be required for macrophages’ local inflammation development (Shi et al., 2016). *SLC11A1*, known as *NRAMP1*, is expressed exclusively in immune monocytes and phagocytes like macrophages (Canonne-Hergaux et al., 1999). Mutation in these genes may affect susceptibility to infections and autoimmune diseases (Sechi et al., 2006). *SLC11A1* product acidifies the phagosome (Lapham et al., 2004), thereby killing entrapped pathogens. *SELPLG*’s strong association with the immune system has been emphasized before (Tinoco et al., 2016). This gene codes for *PSGL-1* protein, a counter receptor for P-selectin that facilitates immune responses by promoting immune effector-cells trafficking into inflamed tissue. These genes are evolutionary conserved and have known interactions with other already well-known IBD candidate genes. Thus, these candidates potentially represent new UC diagnostic and therapeutic targets and novel avenues for more detailed disease mechanistic studies.

No long non-coding RNAs made it to the 51 final gene list. The major reason is that only a few lncRNAs are assigned orthology relationships across species in general (e.g., only 131 of all mouse lncRNAs are assigned a human ortholog based on the HCOP database). However, we have identified seven lncRNAs that were SDE in the colon in both humans and mice. Apart from H19, little is known about the other six lncRNAs in IBD, which clearly shows a need for detailed analysis. We also identified 21 miRNAs SDE in the colon in humans and mice. Among them, miR-146a-5p, miR -155-5p, miR-192-5p, miR-194-5p, miR-196b-5p, miR-200c-3p, miR-223-3p, and miR-223-5p were frequently shown to be differentially regulated in IBD previously, which makes them a promising candidate for further analysis.

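Of these 8 miRNAs, 7 were SDE in the mouse colon with edgeR's quasi-likelihood test and 1, miR-200c-3p, was not (6255 ± 1982 CPM in DSS mice and 11163 ± 1605 CPM in control mice, SD, n = 3 each, log2 fold change -0.84, standard error 0.25, adjusted p = 0.0739 with Benjamini-Hochberg adjustment). miR-146a-5p was 1257 ± 205 CPM against 708 ± 128 CPM (SD, n = 3 each), a log2 fold change of 0.83 (adjusted p = 0.0431 from the same edgeR test), and miR-155-5p was 26.4 ± 11.0 CPM against 10.8 ± 2.04 CPM (SD, n = 3 each), a log2 fold change of 1.29 (adjusted p = 0.0491 from the same edgeR test). With DESeq2's Wald test all 8 were SDE, miR-200c-3p with an adjusted p of 0.00585. Each of the 8 kept its direction in every fit that left out 1 mouse, and in each of the 8 the DSS mice and the control mice did not overlap.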

Given the complexity of the whole colon and blood cell types, one could isolate different cell populations and perform single-cell sequencing to distinguish pathogenic mechanisms with higher resolution. One of the limitations of our study is that whole colon and blood gene expression profiling was performed. Albeit, the primary rationale was to preserve the natural state of the disease as much as possible. In addition, the disadvantages of isolation of different cell types are the technical fractionation procedures and the time duration from tissue collection to sample processing, potentially affecting gene expression statuses specifically for non-coding RNAs in cells.

In conclusion, high-throughput transcriptome analysis provides a unique tool for discovering new therapeutic and diagnostic targets by identifying relationships between gene expression and disease phenotype. Here, we showed that a one-to-one comparison of the transcriptome of the DSS-UC mouse model to human UC could provide novel disease pathophysiology information by identifying genes and pathways with essential contributions to UC. Our data suggest that prospective therapeutic interventions and diagnostic applications should target multiple major gene regulators involved in UC pathogenesis and propagations and combine several genes for valid biomarker applications. Moreover, targeting genes with conserved functional roles in the disease pathogenesis may offer a reliable UC treatment approach compared to targets with different functional roles in different tissues and organisms.

## Data Availability

The data underlying this article are available in the article and its online Supplementary Material. The raw total and small RNA-Seq data have been deposited in the Gene Expression Omnibus (GEO) database with accession number GSE155303.

# Supplementary material for: Cross-species high-resolution transcriptome profiling suggests biomarkers and therapeutic targets for ulcerative colitis
**Source:** Front Mol Biosci. 2023 Jan 5;9:1081176. doi: 10.3389/fmolb.2022.1081176
**Supplement:** Supplementary file 10

Supplementary section

Cross-species high-resolution transcriptome profiling suggests biomarkers and therapeutic targets for ulcerative colitis

Reza Yarani^1*#^, Oana Palasca^2,3,4#^, Nadezhda T. Doncheva^2,3,4^, Christian Anthon^3,4^, Bartosz Pilecki^5^, Cecilie A. S. Svane^1^, Aashiq H. Mirza^3,6^, Thomas Litman^7^, Uffe Holmskov^5^, Claus H. Bang-Berthelsen^8,9^, Mogens Vilien^10^, Lars J. Jensen^2,3^, Jan Gorodkin^3,4^, Flemming Pociot^1,3,11,12*^

# Shared authorship

Methods

### The establishment and validation of the UC mouse model

Ten wild-types (WT) C57BL/6 male mice (eight weeks old) were obtained from Taconic Biosciences (Ejby, Denmark). Mice were randomly group-housed under a controlled room temperature and 12:12 hours light-dark cycle with access to food and water ad libitum. The bedding was changed weekly. All experiments were carried out in accordance with and approved by the Danish Animal Experiments Inspectorate, Ministry of Food, Agriculture, and Fisheries, Denmark, at Odense University Hospital under the 2015-15-0201-00730 license number.

Acute ulcerative colitis was induced using dextran sulfate sodium salt (DSS), colitis grade (mw: 36 kDa, CAS Number 9011-18-1, MP Biomedicals, Soho, OH, USA) by the administration in the drinking water at a final concentration of 1.5% (wt/vol) for 7 days and then replaced by regular water. The Control group was time-matched and received the same drinking water without DSS. If mice’s weight loss exceeded 20% of the initial weight, they were sacrificed by cervical dislocation. All animals were sacrificed by the same procedure on day 8.

Disease activity index (DIA) is the combined score for weight loss, stool consistency, and bleeding, and the scores have historically correlated well with the pathological findings in the DSS-induced model of UC [1]. The DAI in this study is based on the previously published scoring system [2], which is briefly as follows. Weight: 0= no loss; 1= 5–10% loss; 2= 10–15% loss; 3= 15–20% loss; and 4 >20% loss; stool: 0= normal; 2= loose stool; and 4= diarrhea; and bleeding: 0= no blood; 2= presence of blood; and 4= gross blood. Blood in stool was assessed using the Hemoccult II test (Beckman coulter, Oakville, ON, Canada). The DAI scoring was performed from days 0 to 7 over the period of DSS treatment. For inflammatory response analysis, customized ProcartaPlex immunoassays (Thermo Fisher Scientific) of inflammatory cytokines using Magpix multiplexing clinical diagnostics instruments for colon thickness culture and C-reactive protein for blood using Mouse C-Reactive Protein/CRP Quantikine ELISA Kit (R&D Systems, Cat: MCRP00) were measured.

### RNA extraction from blood and colon and quality control

Six mice (3 UCs and 3 controls) were selected based on the DAI. Blood from the mice was collected in RNAprotect Animal Blood Tubes (Cat No./ID: 76544, Qiagen). Colons were collected, weighted, and the lengths were measured and immediately preserved in RNAlater RNA stabilization Reagent (Cat No./ID: 76104, Qiagen) and stored at -80 C.

Total RNA (including miRNA) from blood was isolated using RNeasy Protect Animal Blood Kit (Cat No./ID: 73224, Qiagen) with Buffer RWT (cat. no. 1067933, Qiagen). Colon total RNA was isolated using miRNeasy Mini Kit (Cat No./ID: 217004, Qiagen) after simultaneous tissue disruption and homogenization using TissueLyser LT (Cat No./ID: 85600, Qiagen) and Stainless-Steel Beads, 5 mm (Cat No./ID: 69989, Qiagen). RNA quantity was measured using the NanoDrop 2000c spectrophotometer (Thermo Fisher Scientific™, Waltham, Massachusetts, USA). Furthermore, RNA integrity (RIN quality) was checked by Agilent 2100 Bioanalyzer system for both total and small RNA using Agilent RNA 6000 Nano Kit (5067-1511, Agilent) and Agilent Small RNA kit (5067-1548, Agilent) for all samples.

### Library preparation, RNA sequencing

Library preparation for colon RNA samples was performed using Ribo-Zero™ Magnetic Gold rRNA Removal Kit (Epidemiology, MRZE724, Illumina) and for blood, using Globin-Zero Gold rRNA Removal Kit (GZG1224, illumine) based on the standard kits protocol. Total and small RNA sequencing were performed by BGI, Hong Kong, using the Illumina HiSeq 4000 system default sequencing protocol.

### Data processing and differential expression analysis

For the total RNA-Seq data, raw fastq files were cleaned for the specific Illumina TruSeq adapter content and trimmed for low-quality tails using Flexbar [3]. Between 3-4% of total raw reads had been removed in each sample in the cleaning step, resulting in a total of 40M-66M paired-end reads per sample. Next, reads of ribosomal origin were removed using the bbduk software (with option k=31) from the bbmap library (<https://sourceforge.net/projects/bbmap/>) by matching reads to a rRNA collection of sequences extracted from the SILVA database [4], as described in <https://www.biostars.org/p/159959/>. Between 1%-29% reads of possible ribosomal origin were removed from each sample. The remaining reads were mapped to the mouse genome (GRCm38) using STAR version 2.5.2a. [5] (options: --outSAMstrandField intronMotif; --outSAMunmapped Within; --outSAMattrIHstart 0; --outFilterType BySJout; --outFilterIntronMotifs RemoveNoncanonical; --alignSoftClipAtReferenceEnds No), yielding total mapping rates between 90%-97%, and uniquely mapping rates between 33%-88%, the latter corresponding to library sizes between 17M-58M reads. Transcript and gene-level quantification were obtained using Stringtie (version 1.3.4c) [6] in estimate mode (-e option) with gtf annotation files corresponding to Ensembl (release 92) [7] and default options. Gene-level raw counts were obtained using the prepDE.py script provided together with Stringtie. Gene biotypes were extracted from the gtf annotation file corresponding to Ensembl (release 97).

For the small RNA samples, raw fastq files were trimmed with Flexbar [3] for the specific adapter sequence (“AGATCGGAAGAGCACACGTCT"), yielding between 15-25M cleaned reads per sample. The reads were further collapsed using fastx-toolkit, and mature mouse miRNAs annotated in miRBAse version 22 [8] were quantified using the quantifier.pl module from the miRDeep2 software, version 2.0.1.0 [9], default options. 

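The quantification step aligns the collapsed reads to the annotated hairpins and assigns each to a mature miRNA by position, without normalization. The count table made this way holds 1978 miRNA entries, of which 1405 had at least 1 count in some library. A read that fits several annotated hairpins can be counted for each name. Of the entries with counts, 191 had counts identical to those of another entry in all 12 libraries, and keeping each set of identical entries once removes 145. The 1405 entries hold 1391 distinct mature sequences, so most identical counts do not come from an identical mature sequence. miR-486a-5p and miR-486b-5p share theirs and still differ in counts, with 37.2% and 38.8% of the blood library of DSS mouse 1. Identical counts thus do not measure how many reads were counted more than once.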

Between 14-20M reads per sample mapped to the set of mouse miRNAs annotated in miRBAse v.22.

For both total and small RNA-Seq, differential expression analysis was performed using the DESeq2 package version 1.22.2 [10], using raw gene-level counts as input for total RNA-Seq and mature miRNA counts for small RNA-Seq. A simple control-treatment design was used, with the Wald test for log2FC different from 0 and the default Benjamini-Hochberg FDR control method. 

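With DESeq2's Wald test run on the deposited counts of each tissue, with its size factors, independent filtering and Cook's cutoff, 91 miRNAs of the colon had an adjusted p of at most 0.05 and 74 of them also changed more than 1.5-fold, 40 higher and 34 lower. These 74 include all 73 SDE miRNAs of Supplementary File S2, which lists 89 miRNAs for the colon with an adjusted p of at most 0.05. Of the 55 SDE miRNAs found with edgeR's quasi-likelihood test, 47 were among the 74. In blood, independent filtering left 287 miRNAs with an adjusted p, against 484 tested with edgeR, and the 10 SDE miRNAs were the paper's 10.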

The genes marked as weakly expressed by the independent filtering implementation in DESeq2 were not included in further analysis. The genes detected as outliers when enabling outlier detection in DESeq2 (cooksCutoff=TRUE) were also not included, except when the gene was expressed in at least two of the disease samples.

### Functional enrichment and network analysis of differentially expressed PCGs

Functional enrichment of KEGG [11], Reactome [12], and Gene Ontology (GO) annotations [13] was reported by the stringApp v1.5.1 in Cytoscape 3.7.2 for terms with an adjusted p-value < 0.05. A custom background containing all expressed genes in the respective tissue was used. The enrichment was determined using Fisher's exact test, and the resulting p-values were corrected using Benjamini-Hochberg multiple testing correction [14]. Additionally, GO annotation terms with less significant adjusted p-value and more than 25% of gene overlap with a term with more significant adjusted p-value were considered redundant and filtered out.

Enrichment of diseases and disorders, molecular and cellular functions, and physiology system development and function annotations came from Ingenuity pathway analysis (IPA) software program v51963813 [15]. For IPA, terms were grouped in higher-order categories, and the range of adjusted p-values (Benjamini-Hochberg multiple testing correction) was reported with a threshold of padj < 0.05. Ingenuity knowledge base (gene only) was used as the background. The ingenuity knowledge base is a comprehensive database of genetic data manually curated from the literature and/or third-party databases [15].

For the STRING networks of SDE in mouse colon, mouse blood, and common between mouse colon and blood, the default interaction confidence score of 0.4 was used in stringApp v1.5.1 in Cytoscape 3.7.2. The resulting networks were clustered by the Markov Cluster Algorithm (MCL) using the clusterMaker v1.3.1 app [16]. The STRING combined confidence scores were used as weights for the clustering, and the inflation factor was set to 4. The top 5 clusters (based on size) were selected and further analyzed for functionally enriched terms (using the network they belong to as background) among the annotation resources available in the stringApp enrichment with focus on GO Biological Process, KEGG, and Reactome pathways. The Omics Visualizer app v1.3 [17] was used to show the logFC values in the network visualizations.

To rank the SDE genes common between human-mouse blood and colon based on their importance, we retrieved a STRING V11 network for all edges among them with a score of confidence above 0.0. Then, we computed three different centrality measures (weighted degree, betweenness, and closeness) for each node and aggregated the three rankings using Borda count to obtain a final overall rank for each gene. In particular, the weighted degree corresponds to the sum of edge scores for the edge incident to a node and can be used to identify genes whose gene products interact with many other proteins. Closeness centrality is computed as the average shortest path distance of a node to all other nodes in the network and is normalized by the number of nodes in the network. This measure can highlight genes that have an essential role in the connectivity of the whole network. Finally, betweenness centrality is a measure of the importance of a node for the shortest paths connecting other nodes in the network and highlights nodes that have the role of bottlenecks. It is computed as the average number of shortest paths a node is a part of compared to all shortest paths in the network. It is further normalized by the number of all node pairs in the network. For closeness and betweenness centrality, the edge scores were converted to distances using the transformation -log(score). To combine the three complementary centrality measures, we used Borda count [18], a positional voting system, which rewards the most points to the candidate with the highest rank. When all candidates have been ranked and given points for all measures, the points are added up, and the candidate with the most points wins. The resulting ranking of the combined centrality measures indicates which genes are most central in the network and thus most important for the interactions between all genes in the network.

### Analysis of lncRNAs through guilt by association and functional enrichment

To investigate the possible roles for SDE lncRNAs in the UC mouse through chromosomal proximity with annotated genes, the guilt by association principle was performed [19, 20]. We defined each tissue the sets of SDE lncRNAs as (|log2FC|>1, padj ≤0.05) and retrieved their genomic protein-coding neighbor genes within a span of 100 kb upstream and downstream, which were expressed in our dataset. In the functional enrichment analysis using the stringApp in Cytoscape, we used as background all expressed genes in the respective mouse tissue and a significance threshold of adjusted p-values < 0.05. For the functional enrichment with IPA, we used the whole genome (ingenuity knowledge base, gene only) as the background and a significance threshold for adjusted p-values < 0.05.

### Identification and functional enrichment analysis of miRNA targets

A list of potential targets for the significantly differentially expressed (SDE) miRNAs ( padj≤0.05) was obtained by combining experimentally validated miRNA-target interactions from DIANA-TarBase v8 [21] and MirTarBase v8.0 [22]. For DIANA-TarBase, we selected the miRNA-target pairs supported by direct interaction assays (HITS-CLIP or luciferase reporter assay) and required at least two occurrences in the database for each pair coming from HITS-CLIP experiments. For MirTarBase, we only included the pairs labeled in the database as “strongly supported,” including interactions identified by Western blot, qPCR or Luciferase, or GFP reporter assays. This initial set of miRNA-target pairs contained information for 374 miRNAs, 5965 mRNAs and summed up to 36,970 pairs. After intersecting the initial set of miRNA-target pairs with our expression data in the colon, we obtained a set of 59 miRNAs, 2330 targets, and 5369 miRNA-target pairs. In blood, we obtained a set of 8 miRNAs, 1641 targets, and 2386 miRNA-target pairs. In the functional enrichment analysis performed with the stringApp, we used a custom background set of 11,631 genes consisting of the mRNAs occurring in at least one direct interaction in TarBase or occurring among the strongly supported interactions in MirTarBase.

MiRNA-target interactions for SDE miRNAs (padj<0.05) and their top targets were also visualized using Cytoscape for each tissue. For visualization purposes, we reduced the large set of putative targets for some miRNAs by showing a maximum of 5 targets for each miRNA. We chose the top 5 after sorting the targets by their average expression in the control samples. The rationale for using this measure was the assumption that miRNAs will tend to bind to the highest expressed of their targets. We estimated the abundance of the targets using geTMM units (gene length corrected trimmed mean of M-values) [23]. For obtaining these units, we followed the instructions from Smid et al. [23] and divided the raw gene counts (as obtained from StrigTIe prepDE.py script) by gene length, and then used these gene-length corrected counts in edgeR v.3.5 [24] to obtain TMM-values.

### Identification of IBD loci associated lncRNAs, miRNA and PCGs

We extracted a list of 245 unique IBD loci reported by de Lange [25] and Jostins [26] from the GWAS catalog [27] on March 1st, 2019. For each locus, we retrieved PCGs, lncRNAs, and miRNAs within a span of 100 kb upstream and downstream of the strongest SNP signal, using the human gene set annotation file corresponding to Ensembl 97, resulting in 1,607 human genes. Out of these, 716 human genes have a mouse ortholog (one-to-one or one-to-many), corresponding to 725 mouse genes located within the 100kb distance of the risk loci. Finally, we checked which of the neighbors are expressed in our mouse data.

### Analysis of the human datasets

#### RNA-Seq datasets

For the RNA-Seq datasets, we obtained the fastq files from the European Nucleotide Archive [28]. A preprocessing step of the data included adapter trimming (where not already trimmed), removal of reads mapping to a collection of ribosomal RNAs as described in section 1.4, and removal of the reads mapping to HBA1, HBA2, and HBB genes in blood samples. Genes were further quantified using Salmon v0.13.1 [29] in quasi mapping mode and setting the --validate Mappings parameter, using an index built from the cDNA sequence of the coding and non-coding transcripts of Homo_sapiens.GRCh38.

Differential expression was performed using DESeq2, the likelihood ratio test (lrt) hypothesis testing, with gender + condition as the full model and gender as a reduced model. Except for dataset GSE109142, where the authors provided gender, we inferred the gender using the sex-specific genes RPS4Y1, EIF1AY, DDX3Y, KDM5D, and XIST, as indicated in [30]. Using principal component analysis, the expression profile of these genes produced two distinct clusters on the first principal component, capturing 99% of the variance in the data.

Dataset PRJEB28822 contained both samples corresponding to pediatric patients and samples from adult patients, and we performed the differential expression separately for the two groups. After removing rRNA and hemoglobin genes, the library size of the samples had a wide variability range, from 0,4 million to 22 million mapped reads. Based on a balance we observed between the number of samples vs. a minimum coverage required for each sample, we opted for removing samples with less than 7,5 million mapped reads. We have also removed 18 samples with a mapping rate below 50%, and where the reads mapped exclusively in a forward manner, while the rest of the samples were not strand-specific. After filtering, we ended up with 101 samples for adults (32 control, 32 CD, and 37 UC) and 102 samples for children (35 control, 33 CD, and 34 UC).

Some datasets contained samples from Ulcerative Colitis and Crohn's disease patients. We used the CD samples and the normalization of the data, but the reported results are based on comparing UC vs. control samples.

For the small RNA-seq datasets, we obtained the raw fastq file studies from the SRA archive (see Table 2 for accession numbers) and applied the same pipeline as described in Section 1.4, using the GRC38 Gencode human genome. For trimming, we identified the specific adapters from each dataset.

#### Microarray datasets

For the public microarray data analysis, we used the GeoQuery package (v.2.50.5) [31] to retrieve the already normalized intensities and the Limma package (v.3.38.3) [32] for differential expression analysis, with a simple model design based on condition (UC, CD, or Control).

To standardize gene identifiers, we mapped probesets to Ensembl gene IDs. We selected the probeset with the highest average expression value where two or more probesets mapped to the same gene ID. We did the filtering of duplicate probesets and control probe sets before generating the results tables, such as not to bias the p adjusted values. When the same probeset could map to several genes, we included all the genes in the result file.

For the dataset GSE59071, the probeset gene mapping corresponding to the Affymetrix Human Gene 1.0 ST Array was obtained from Ensembl Biomart, allowing, therefore, for a direct mapping between probeset and Ensembl gene IDs.

For the dataset GSE67106, we mapped the Gene.name column (containing either gene name or Ensembl transcript IDs) to Ensembl gene IDs, using dictionary files extracted from Ensembl Biomart. Where mapping was not possible, we tried mapping the RefSeq ID columns to the Ensembl Gene ID. However, for many of the patients included in this study, samples from multiple locations of the intestine were available. Therefore, we selected only a subset of the samples, such that we had only one sample per patient, preferably from colon sigmoideum but also colon transversum or rectum where colon sigmoideum was not available.

For small RNA microarray datasets, to synchronize the miRNA identifiers from the older microarray studies to the current miRBase v.22 identifiers, we mapped the mature miRNA sequences provided in the microarray annotations to the set of mature human miRNAs in miRBase and retained only unique sequences for further analysis.

PCA plots showing the first two PCs for the public human datasets used in our study are shown in Figure S6.

#### Combining multiple human datasets

We obtained a set of human differentially expressed genes for each tissue (colon and blood) by generating a union of the differentially expressed (DE) genes from each public human dataset for this tissue. First, for the mRNA-Seq datasets, we obtained all DE genes with padj < 0.05 and a minimum average expression across samples of 2 counts in any of the datasets (here, counts = number of reads assigned to the gene, normalized with library size; the rationale for setting a threshold was to eliminate very low expressed genes). Second, we kept track of the number of datasets in which each gene was DE and whether the gene was consistently differentially regulated (in the same direction) or inconsistently differentially regulated (up-regulated in one dataset and down-regulated in another dataset) across datasets. A set of combined SDE genes in blood and colon was finally extracted, requiring each gene to be SDE in at least two datasets; inconsistently differentially regulated genes were excluded. For the small RNA-Seq datasets, since we were only able to combine two datasets, we only required that each miRNA is SDE (padj≤0.05) in at least one of the datasets.

### Comparison between mouse and human data

The final combined human lists were intersected with the mouse SDE blood and colon gene sets (padj<0.05) using orthology relationships extracted from Ensembl (release 97) [33]. We first selected the gene with the highest average expression across samples from its orthology group for one-to-many orthology relationships, irrespective of whether that gene was differentially expressed or not. Then, for the human combined datasets, we used the average expression from only one of the datasets (the deepest sequencing RNA-Seq dataset - GSE112057 in blood and GSE109142 in the colon) for selecting the highest expressed genes in each orthology group.

Due to the lack of orthology assignments for lncRNAs in Ensembl, we supplemented our orthology set with all the orthology predictions available for lncRNAs in the HCOP database [34, 35]. In total, 131 mouse lncRNAs with a one-to-one ortholog in humans and 3 mouse lncRNAs with one-to-many or many-to-many orthologs were extracted. For miRNAs, we inferred correspondence between mouse and human miRNAs using the miRBAse mature miRNA name and intersected the human lists with the mouse SDE miRNAs (padj≤0.05).

### Sample collection for patients and controls

Colon biopsies and blood samples from UC and control individuals were collected from a cohort at North Zealand Hospital, Hillerød, Denmark (described here [36]). The study was approved by the Regional Ethical Committee (H-4-2012-030). Before the sample collection and medical history recording, written informed consent was acquired from all the participants. Overall patient demographics can be seen in Supplementary File 1. Only subjects with no signs of autoimmune or inflammatory disease were included as control individuals. One to five endoscopic colon (colon sigmoideum) and rectum pinch biopsies were extracted from the macroscopically inflamed mucosa in UC patients. The biopsy’s inflammation status was confirmed by histologic examination (pathologists were blinded to the level of inflammation), and features of chronic intestinal inflammation for each patient were scored using a previously described scoring system for UC [37]. For the control group, biopsies were taken from the same locations. All biopsies were placed in the RNAlater solution (QIAGEN, Hilden, Germany) and stored at -80ºC until processing. Additionally, to further confirm the biopsy’s inflammation status, a panel of 26 pro-inflammatory markers (cytokines, interleukins, metalloproteases) using quantitative real-time PCR (qPCR; Fluidigm platform) was used (data not shown).

### Validation of SDE genes by quantitative real-time PCR

For quantitative real-time PCR (qRT-PCR), hydrolysis probe-based designed PrimeTime qPCR 5′ Nuclease assays procured from Integrated DNA Technologies and predesigned TaqMan gene expression assays from Thermofisher. The double-quenched hydrolysis probes were used with 5′ FAM fluorophore, a 3′ IBFQ quencher, and an internal ZEN™ quencher. All complementary DNAs (cDNAs) were prepared using high-capacity RNA to the cDNA synthesis kit (Thermofisher, Cat: 4387406) following the manufacturer’s instructions. qRT-PCR was performed with 5 ng of cDNA per well template with TaqMan™ Gene Expression Master Mix (Thermofisher, Cat: 4369016). For PCR amplification, the following thermal profile was used: 2 minutes at 50°C; 10 minutes at 95°C; 40 × (15 seconds at 95°C, 60 seconds at 60°C). The qRT-PCR results were statistically tested with a Student’s t-test. A p-value <0.05 was considered statistically significant.

# Results

# UC Mouse model validation

On average, DSS-UC mice lost 13% of their weight, 28 mg of dry colon weight, and 1.7 cm of colon length compared to the healthy age-matched group. Immunohistochemical staining of the distal colon demonstrated that in healthy controls, crypt architecture was intact, and no immune cell infiltration could be seen, while UC mice presented high levels of immune cell infiltration, with large amounts of mononuclear and granulocytic leukocytes and significant ulcer.

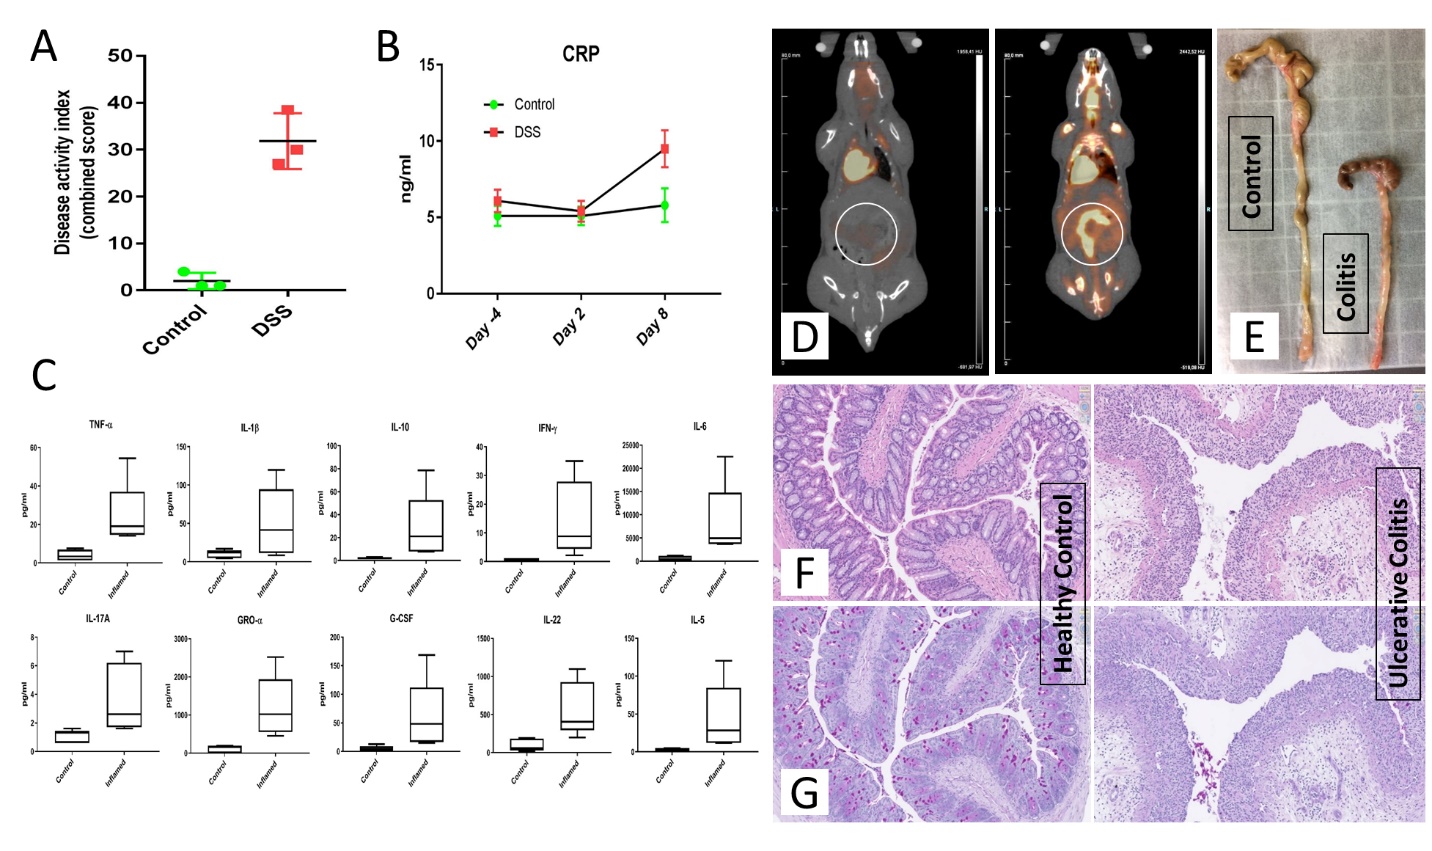

**Figure S1**

UC Mouse model validation. **(A)** Disease activity index (DAI) score. Several clinical indexes of disease were monitored to calculate a cumulative DAI score. **(B)** peripheral blood C-reactive protein level measured for the control and DSS groups to assess the temporal inflammation induction **(C)** A set of Pro- and anti-inflammatory cytokines including TNF-α, IL-1β, IL-10, IFN-γ, IL-6, IL-17a, GRO-α, G-CSF, IL-22, IL-5 were measured by Luminex assay for the model validation using colon tissue thickness culture **(D)** ^18^F-FDG microPET scanning was used to confirm the inflammation induction in the model. **(E)** Colon length difference between healthy controls and UC mice model. Histopathological changes, including progressive superficial inflammation, epithelial and goblet cell erosion, and immune cell infiltration was vastly observed in **(F)** H&E and **(G)** PAS stained colons of disease mice.

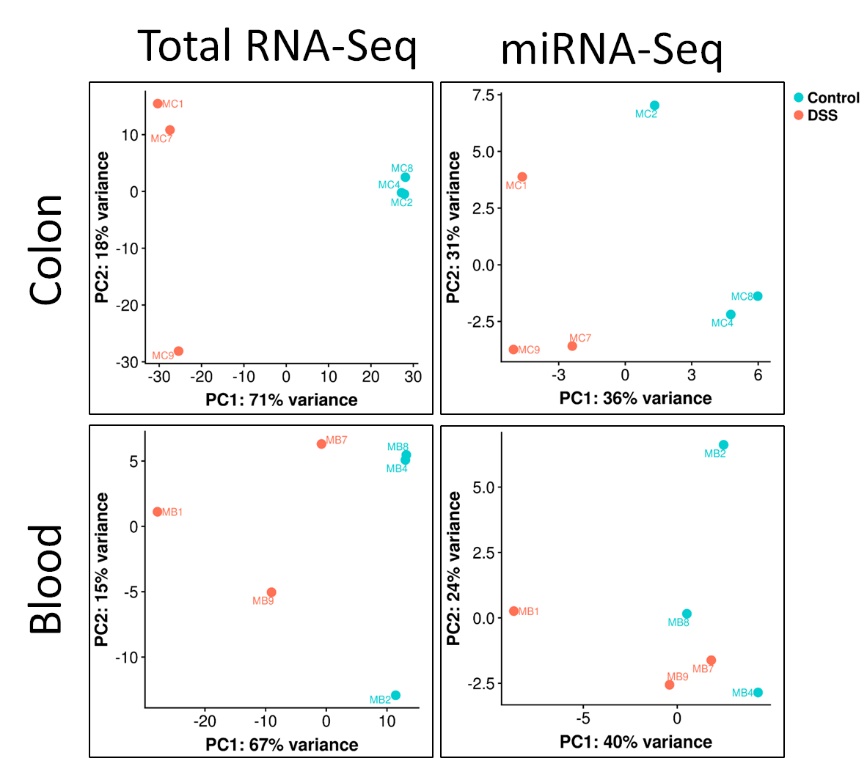

**Figure S2**

PCA analysis based on the top 500 highest variance genes, using rlog transformed counts. Each data point is a separate mouse. In the total RNA-Seq colon and blood and the small RNA-Seq colon, control (n=3) and DSS (n=3) mice are separated on the first principal component. The two groups are not well separated in small RNA-Seq blood on either of the first two components, in accordance with the lower number of SDE miRNAs between DSS and Control mice.

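In the small RNA libraries of the blood, PC1 held 40.1% and PC2 held 23.6% of the variance of the 500 most variable miRNAs (rlog values). The groups overlapped on PC1 by 0.0999 of its range (a gap of -0.0999; exact permutation test of the difference in mean score, two-sided, p = 0.2, n = 3 mice each) and on PC2 (p = 0.7 from the same exact permutation test). The overlap on PC1 was also found with log2 CPM values and with the 100 most variable miRNAs. With mouse 1, 7 or 8 left out the groups were apart on PC1, by 0.0264, 0.120 and 0.0542 of its range.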

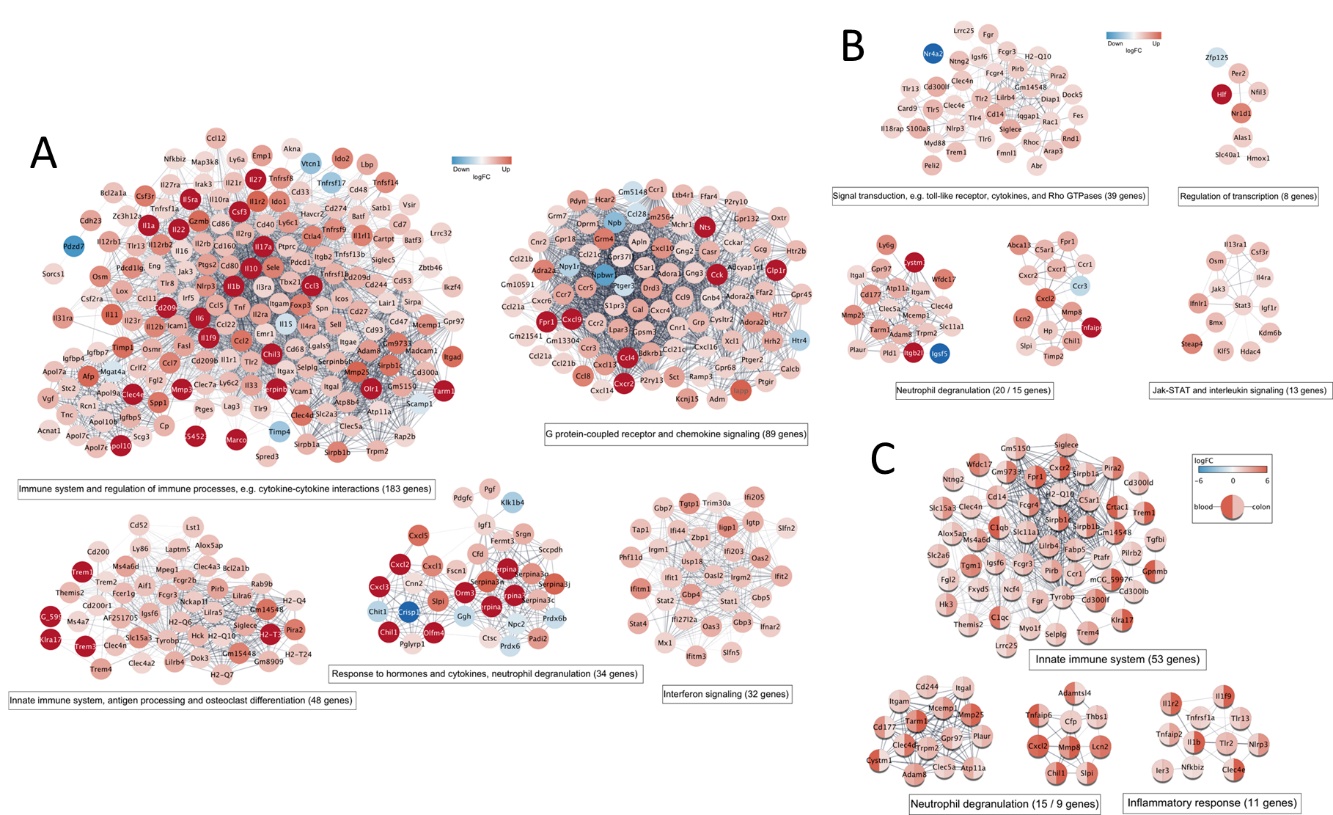

**Figure S3**

Network visualization and functional enrichment of the SDE PCGs. The networks of functional associations between the SDE genes for **(A)** mouse colon, **(B)** mouse blood, and **(C)** the colon-blood common PGCs were constructed using the stringApp and visualized in Cytoscape. The logFC expression values in each tissue are shown as node colors using a blue-white-red gradient. For each network, the top 5 clusters (groups of strongly connected genes) were identified by Markov clustering (MCL) using the clusterMaker app and annotated based on their functional enrichment retrieved with stringApp. The resulting clusters represent different groups of genes involved in specific immune-related processes.

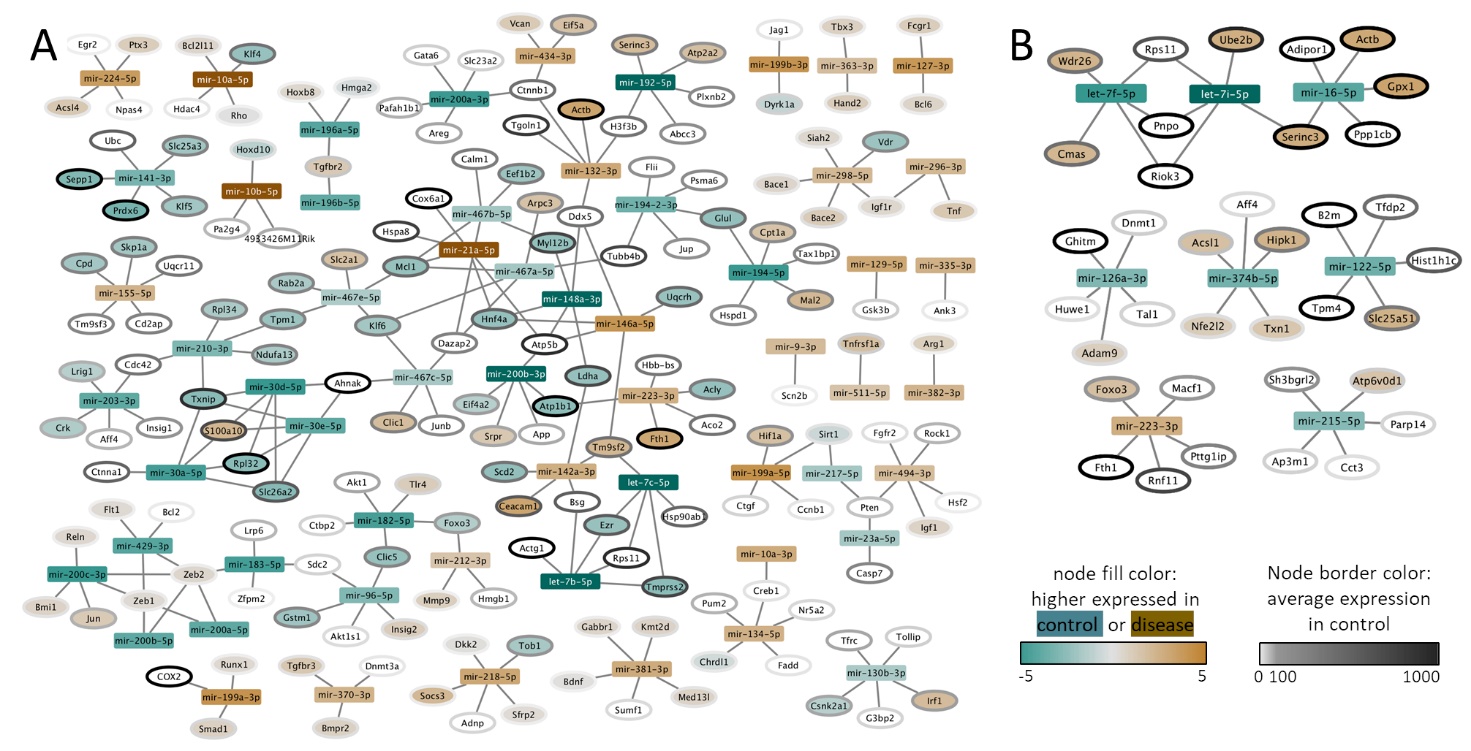

**Figure S4**

Network visualization of miRNAs and their top 5 targets selected based on their average expression in control samples for **(A)** mouse colon and **(B)** mouse blood. miRNAs are shown as rectangles and PCG as oval-shaped nodes. The node border color indicates the average expression in the control samples. The node color corresponds to the logarithm of the difference in expression between disease and control samples, where brown means higher expression in disease, grey means no difference, and green stands for higher expression in control. The difference in expression is not shown (white nodes) for targets with very high p-values based on the differential expression analysis (p-value > 0.2).

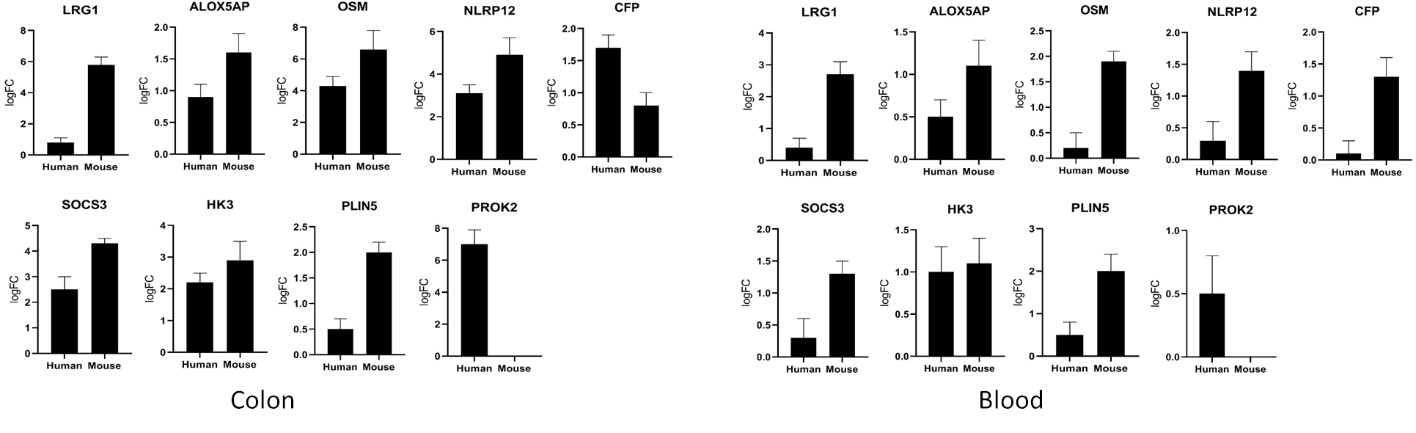

**Figure S5**

Validation of differentially expressed genes by real-time qPCR. Using real-time qPCR, the expression of the 9 SDE genes identified in our study to be shared in the colon and blood of human and mouse UC was evaluated. The real-time qPCR results confirmed the expression patterns. However, PROK2 expression was not detected or lowly detected in the colon and blood of both mouse and the human control group, while in the disease/patients, the average cycle quantification value (Cq) was 36, which can explain the high fold change detected for this gene in our RNA-Seq analysis (also shown in other studies [38]). This gene was labeled as an outlier in the mouse colon. Overall, lower gene expression was detected in the blood compared to the colon, which is the primary site of the disease. It is noteworthy that the UC in the mouse is acute, which may explain the higher gene expression in the mouse, while the humans had chronic UC.

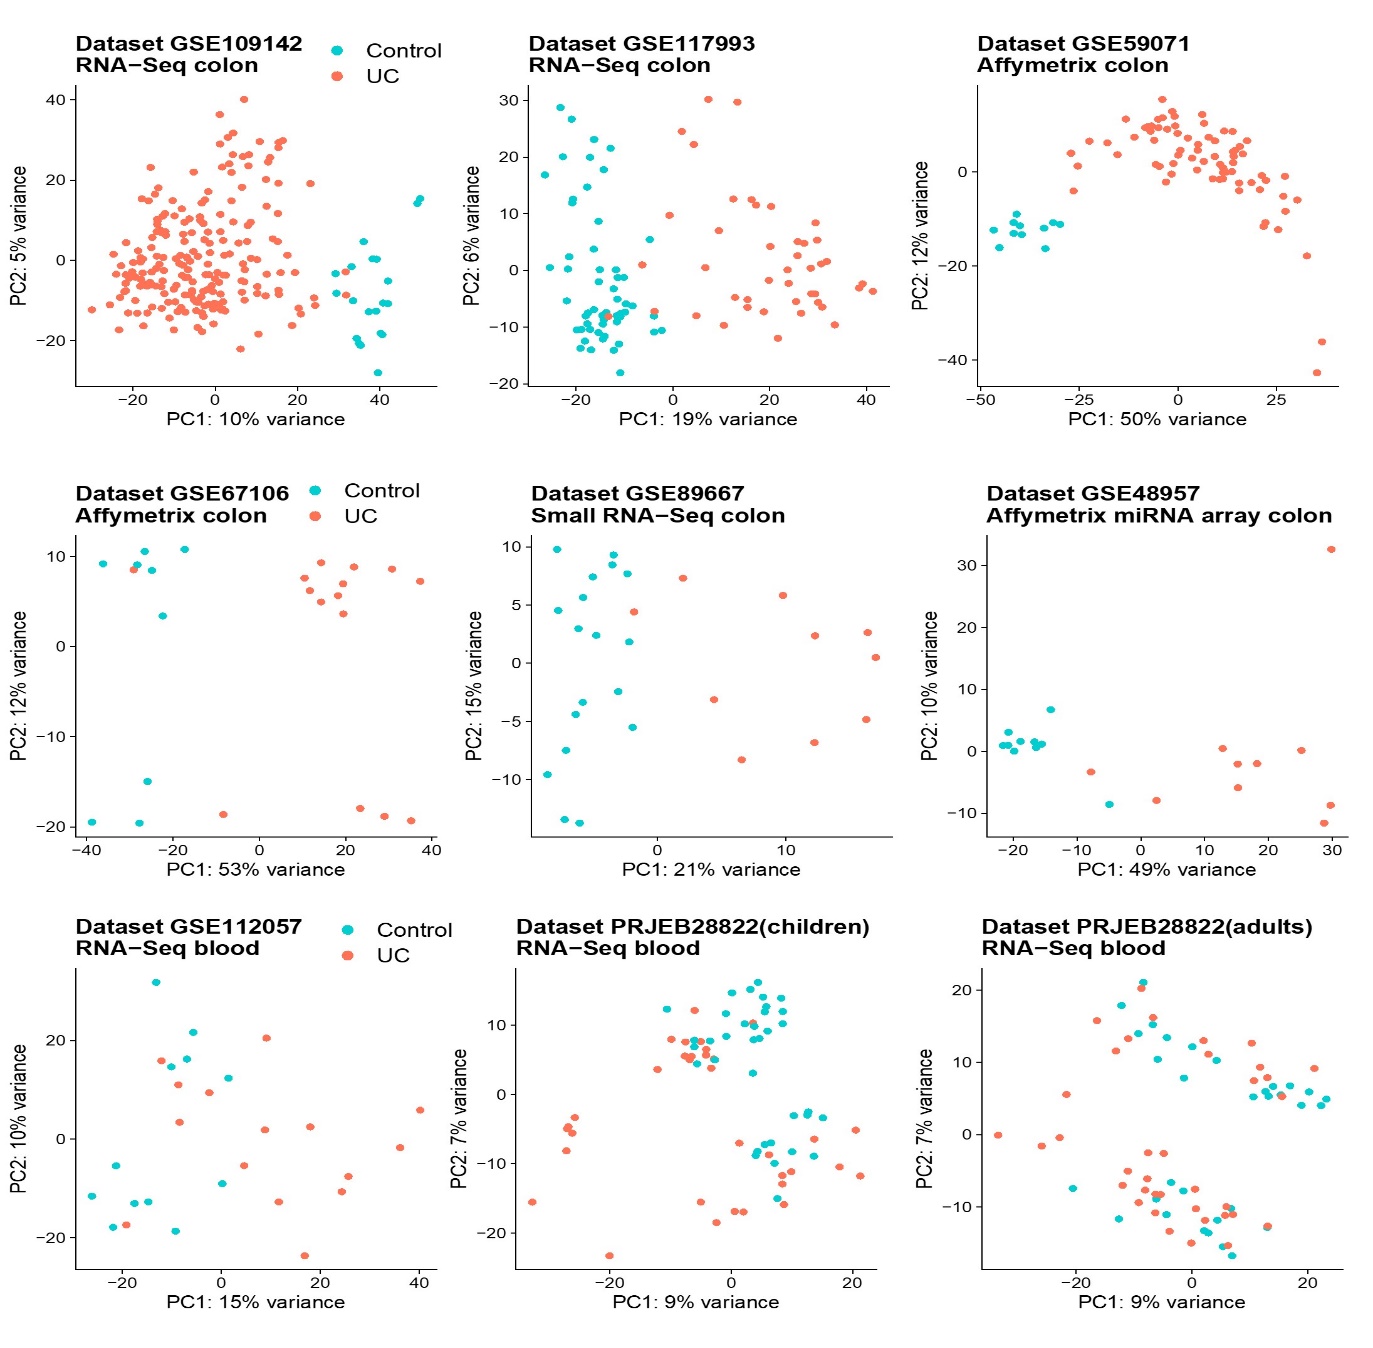

Figure S6. PCA plots showing the first two PCs for the public human datasets used in our study. PCA analysis was performed using the top 500 highest variance genes (or probesets, for Affymetrix datasets). A clear separation of the UC and Control groups is captured by the first PC in the colon, irrespective of technology and including the two miRNA datasets. In blood, the groups are not well separated on the first two PCs, which is consistent with the much lower number of DE genes identified in the blood datasets compared to the colon datasets.

| Protein coding | | | | | | lncRNA | | | | | | miRNA | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Upregulated | | | **Downregulated** | | | **Upregulated** | | | **Downregulated** | | | **Upregulated** | | | **Downregulated** | | |
| Colon | | | | | | | | | | | | | | | | | |
| Symbol | **logFC** | **padj** | **Symbol** | **logFC** | **padj** | **Symbol** | **logFC** | **padj** | **Symbol** | **logFC** | **padj** | **Symbol** | **logFC** | **padj** | **Symbol** | **logFC** | **padj** |
| Saa3 | 16 | 3,10E-15 | Klk15 | -11.3 | 2.0E-17 | 9130221F21Rik | 10.6 | 4.5E-02 | Gm17322 | -6.3 | 1.0E-24 | mir-223-3p | 1.9 | 7.4E-05 | mir-182-5p | -1.4 | 2.9E-05 |
| Reg3b | 15,4 | 1,14E-11 | Mptx2 | -10.3 | 8.4E-14 | E230034D01Rik | 8.7 | 2.3E-04 | 4930552P12Rik | -3.4 | 2.6E-09 | mir-223-5p | 1.7 | 1.8E-11 | mir-192-5p | -1.4 | 1.4E-04 |
| Abca12 | 14,1 | 8,35E-07 | Cyp2c40 | -7.3 | 1.5E-04 | Gm44275 | 7.1 | 7.6E-04 | Gm48832 | -3.3 | 7.8E-15 | mir-224-5p | 1.6 | 7.7E-04 | mir-148a-3p | -1.3 | 3.7E-04 |
| Sptssb | 13,1 | 1,01E-16 | Cyp2c67 | -7.2 | 4.2E-20 | BB123696 | 6.0 | 2.1E-02 | Gm11535 | -3.0 | 1.4E-04 | mir-10b-5p | 1.6 | 8.8E-03 | mir-141-3p | -1.2 | 3.0E-04 |
| Gm49368 | 13 | 0,0007 | Mptx1 | -6.4 | 8.7E-68 | 2310069B03Rik | 4.3 | 3.8E-18 | Gm15401 | -2.9 | 1.9E-16 | mir-10b-3p | 1.6 | 5.9E-03 | mir-210-3p | -1.2 | 7.8E-05 |
| Prss22 | 12,3 | 9,17E-22 | Wnt8b | -6.1 | 1.1E-03 | Gm43189 | 3.6 | 2.0E-02 | Hottip | -2.9 | 3.3E-02 | mir-142a-3p | 1.5 | 4.2E-03 | mir-200a-3p | -1.2 | 5.9E-03 |
| Il6 | 11,8 | 9,96E-09 | Fut9 | -6.0 | 6.1E-27 | Gm19409 | 2.3 | 5.8E-05 | Gm17029 | -2.4 | 4.4E-05 | mir-132-3p | 1.5 | 1.3E-06 | mir-148a-5p | -1.2 | 8.1E-04 |
| Reg3g | 11,5 | 1,35E-07 | Pdzd7 | -5.8 | 5.0E-67 | Gm15987 | 2.2 | 3.3E-03 | Gm10561 | -2.4 | 5.1E-08 | mir-10a-5p | 1.4 | 1.4E-02 | mir-183-5p | -1.2 | 2.5E-04 |
| Pitx2 | 11,5 | 0,0003 | AF529169 | -5.7 | 6.0E-05 | Gm36161 | 2.2 | 9.7E-07 | Has2os | -2.4 | 3.9E-07 | mir-494-3p | 1.4 | 2.9E-05 | mir-200b-3p | -1.2 | 3.8E-03 |
| Ceacam12 | 11,5 | 7,66E-18 | Mettl7a3 | -5.6 | 2.9E-54 | 9130204K15Rik | 2.1 | 5.5E-05 | Hoxa11os | -2.3 | 1.5E-03 | mir-212-5p | 1.3 | 2.0E-09 | mir-194-5p | -1.1 | 9.6E-04 |
| Blood | | | | | | | | | | | | | | | | | |
| Symbol | **logFC** | **padj** | **Symbol** | **logFC** | **padj** | **Symbol** | **logFC** | **padj** | **Symbol** | **logFC** | **padj** | **Symbol** | **logFC** | **padj** | **Symbol** | **logFC** | **padj** |
| Lipg | 12,1 | 2,7E-04 | Ggnbp1 | -2,6 | 5,5E-05 | Gm7457 | 8,0 | 2,5E-07 | Gm33843 | -6,4 | 0,01 | mir-149-5p | 1.4 | 1.6E-05 | mir-122-5p | -3.5 | 1.6E-05 |
| Gm49368 | 11,7 | 5,5E-22 | P2ry14 | -1,9 | 4,7E-04 | Gm37800 | 7,3 | 1,3E-06 | Gm11934 | -6,2 | 0,02 | mir-223-3p | 1.4 | 3.4E-03 | let-7f-5p | -1.9 | 3.5E-02 |
| Prok2 | 10,6 | 2,6E-05 | Ccr3 | -1,8 | 4,3E-04 | Gm32486 | 7,1 | 4,9E-06 | Gm4673 | -2,9 | 0,0005 | mir-139-3p | 1.0 | 4.4E-02 | mir-126a-3p | -1.4 | 8.9E-04 |
| Saa3 | 10,2 | 4,1E-05 | Gpr174 | -1,7 | 5,3E-05 | Gm33326 | 6,9 | 9,4E-06 | 2900093K20Rik | -1,7 | 0,03 |  |  |  | mir-374b-5p | -1.4 | 1.9E-02 |
| Nos2 | 10,2 | 4,7E-03 | Slc6a19 | -1,3 | 9,5E-04 | Gm45449 | 6,9 | 5,2E-05 |  |  |  |  |  |  | mir-16-5p | -1.1 | 3.5E-02 |
| Itgb2l | 6,2 | 1,3E-03 | Styx | -1,2 | 1,3E-05 | Gm36551 | 6,8 | 1,5E-05 |  |  |  |  |  |  | let-7i-5p | -1.0 | 1.0E-02 |
| Upp1 | 5,2 | 2,1E-20 | Gm42791 | -1,2 | 1,5E-03 | 4933412O06Rik | 6,8 | 1,3E-04 |  |  |  |  |  |  | mir-215-5p | -0.8 | 4.9E-02 |
| Wfdc17 | 4,6 | 2,0E-33 |  |  |  | Gm5441 | 6,6 | 6,4E-05 |  |  |  |  |  |  |  |  |  |
| Lcn2 | 4,5 | 2,8E-04 |  |  |  | E230013L22Rik | 6,5 | 1,6E-04 |  |  |  |  |  |  |  |  |  |
| Steap4 | 4,5 | 6,6E-35 |  |  |  | Gm26912 | 6,0 | 1,4E-03 |  |  |  |  |  |  |  |  |  |

**Supplementary Table 1** Top 10 SDE genes in UC mice colon and blood with average gene expression signal intensity of ≥ 100, padj ≤ 0.05 and FC > 2 for protein-coding genes and lncRNA, and FC > 1.5 for miR

# References

1. Cooper HS, Murthy SN, Shah RS, et al., *Clinicopathologic study of dextran sulfate sodium experimental murine colitis.* Lab Invest. 1993;2:238-49.

2. Munyaka PM, Rabbi MF, Khafipour E, et al., *Acute dextran sulfate sodium (DSS)-induced colitis promotes gut microbial dysbiosis in mice.* J Basic Microbiol. 2016;9:986-98.

3. Dodt M, Roehr JT, Ahmed R, et al., *FLEXBAR-Flexible Barcode and Adapter Processing for Next-Generation Sequencing Platforms.* Biology (Basel). 2012;3:895-905.

4. Quast C, Pruesse E, Yilmaz P, et al., *The SILVA ribosomal RNA gene database project: improved data processing and web-based tools.* Nucleic Acids Res. 2013;Database issue:D590-6.

5. Dobin A and Gingeras TR, *Optimizing RNA-Seq Mapping with STAR.* Methods Mol Biol. 2016:245-62.

6. Pertea M, Kim D, Pertea GM, et al., *Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown.* Nat Protoc. 2016;9:1650-67.

7. Zerbino DR, Achuthan P, Akanni W, et al., *Ensembl 2018.* Nucleic Acids Res. 2018;D1:D754-D761.

8. Kozomara A, Birgaoanu M, and Griffiths-Jones S, *miRBase: from microRNA sequences to function.* Nucleic Acids Res. 2019;D1:D155-D162.

9. Friedlander MR, Mackowiak SD, Li N, et al., *miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades.* Nucleic Acids Res. 2012;1:37-52.

10. Love MI, Huber W, and Anders S, *Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2.* Genome Biol. 2014;12:550.

11. Kanehisa M, Furumichi M, Tanabe M, et al., *KEGG: new perspectives on genomes, pathways, diseases and drugs.* Nucleic Acids Res. 2017;D1:D353-D361.

12. Fabregat A, Jupe S, Matthews L, et al., *The Reactome Pathway Knowledgebase.* Nucleic Acids Res. 2018;D1:D649-D655.

13. The Gene Ontology C, *Expansion of the Gene Ontology knowledgebase and resources.* Nucleic Acids Res. 2017;D1:D331-D338.

14. Szklarczyk D, Morris JH, Cook H, et al., *The STRING database in 2017: quality-controlled protein-protein association networks, made broadly accessible.* Nucleic Acids Res. 2017;D1:D362-d368.

15. Krämer A, Green J, Pollard J, Jr., et al., *Causal analysis approaches in Ingenuity Pathway Analysis.* Bioinformatics. 2014;4:523-30.

16. Morris JH, Apeltsin L, Newman AM, et al., *clusterMaker: a multi-algorithm clustering plugin for Cytoscape.* BMC Bioinformatics. 2011:436.

17. Legeay M, Doncheva NT, Morris JH, et al., *Visualize omics data on networks with Omics Visualizer, a Cytoscape App.* F1000Res. 2020:157.

18. Saari DG, *Explaining All Three-Alternative Voting Outcomes.* Journal of Economic Theory. 1999;2:313-355.

19. Guttman M, Amit I, Garber M, et al., *Chromatin signature reveals over a thousand highly conserved large non-coding RNAs in mammals.* Nature. 2009;7235:223-7.

20. Cabili MN, Trapnell C, Goff L, et al., *Integrative annotation of human large intergenic noncoding RNAs reveals global properties and specific subclasses.* Genes Dev. 2011;18:1915-27.

21. Karagkouni D, Paraskevopoulou MD, Chatzopoulos S, et al., *DIANA-TarBase v8: a decade-long collection of experimentally supported miRNA-gene interactions.* Nucleic Acids Res. 2018;D1:D239-D245.

22. Huang HY, Lin YC, Li J, et al., *miRTarBase 2020: updates to the experimentally validated microRNA-target interaction database.* Nucleic Acids Res. 2020;D1:D148-d154.

23. Smid M, Coebergh van den Braak RRJ, van de Werken HJG, et al., *Gene length corrected trimmed mean of M-values (GeTMM) processing of RNA-seq data performs similarly in intersample analyses while improving intrasample comparisons.* BMC Bioinformatics. 2018;1:236.

24. Robinson MD, McCarthy DJ, and Smyth GK, *edgeR: a Bioconductor package for differential expression analysis of digital gene expression data.* Bioinformatics. 2010;1:139-40.

25. de Lange KM, Moutsianas L, Lee JC, et al., *Genome-wide association study implicates immune activation of multiple integrin genes in inflammatory bowel disease.* Nat Genet. 2017;2:256-261.

26. Jostins L, Ripke S, Weersma RK, et al., *Host-microbe interactions have shaped the genetic architecture of inflammatory bowel disease.* Nature. 2012;7422:119-24.

27. Buniello A, MacArthur JAL, Cerezo M, et al., *The NHGRI-EBI GWAS Catalog of published genome-wide association studies, targeted arrays and summary statistics 2019.* Nucleic Acids Res. 2019;D1:D1005-D1012.

28. Amid C, Alako BTF, Balavenkataraman Kadhirvelu V, et al., *The European Nucleotide Archive in 2019.* Nucleic Acids Res. 2020;D1:D70-D76.

29. Patro R, Duggal G, Love MI, et al., *Salmon provides fast and bias-aware quantification of transcript expression.* Nat Methods. 2017;4:417-419.

30. Mo A, Marigorta UM, Arafat D, et al., *Disease-specific regulation of gene expression in a comparative analysis of juvenile idiopathic arthritis and inflammatory bowel disease.* Genome Med. 2018;1:48.

31. Davis S and Meltzer PS, *GEOquery: a bridge between the Gene Expression Omnibus (GEO) and BioConductor.* Bioinformatics. 2007;14:1846-7.

32. Ritchie ME, Phipson B, Wu D, et al., *limma powers differential expression analyses for RNA-sequencing and microarray studies.* Nucleic Acids Res. 2015;7:e47.

33. Yates AD, Achuthan P, Akanni W, et al., *Ensembl 2020.* Nucleic Acids Res. 2020;D1:D682-D688.

34. Seal RL, Gordon SM, Lush MJ, et al., *genenames.org: the HGNC resources in 2011.* Nucleic Acids Res. 2011;Database issue:D514-9.

35. Wright MW, Eyre TA, Lush MJ, et al., *HCOP: the HGNC comparison of orthology predictions search tool.* Mamm Genome. 2005;11:827-8.

36. Mirza AH, Berthelsen CH, Seemann SE, et al., *Transcriptomic landscape of lncRNAs in inflammatory bowel disease.* Genome Med. 2015;1:39.

37. Geboes K, Riddell R, Ost A, et al., *A reproducible grading scale for histological assessment of inflammation in ulcerative colitis.* Gut. 2000;3:404-9.

38. Itatani Y, Yamamoto T, Zhong C, et al., *Suppressing neutrophil-dependent angiogenesis abrogates resistance to anti-VEGF antibody in a genetic model of colorectal cancer.* Proc Natl Acad Sci U S A. 2020;35:21598-21608.

How the deposited data were processed for this re-analysis (not part of the article)

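Small RNA from the colon and the blood of 3 DSS mice and 3 control mice was sequenced, and only these 12 libraries were analysed here. The total RNA libraries and the human datasets of the paper were not analysed here. The authors deposited a table of unnormalized counts, made by trimming the reads with Flexbar, collapsing them with fastx-toolkit and counting them on the mature mouse miRNAs of miRBase version 22 with the quantifier of miRDeep2 (2.0.1.0), with default options. They also deposited a normalized signal for each tissue, which is the count divided by a size factor of the library from DESeq2 (1.22.2). The quotient of count and normalized signal is a single constant in each library, and the tissues were normalized separately, so levels were compared between tissues only from the counts, except in an alternative. Every per-sample column of the tables was used.

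Mice were grouped as in the paper's figures, which name mice 1, 7 and 9 as DSS mice and mice 2, 4 and 8 as controls. The sample labels give another grouping, and it was run as an alternative. The number of a mouse is the same in the colon and blood libraries, so these can be paired. Total counts per library were 15060553 to 20106226 in colon and 21127134 to 32944792 in blood, and the paper's text names no molecular identifiers, so these depths bear on counting error only.

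Counts were analysed in R (4.3.3) with edgeR (4.0.16), in each tissue alone and without covariates. miRNAs were kept with filterByExpr, libraries were normalized with TMM factors, and glmQLFit and glmQLFTest were used without robust dispersion. The standard error of a log2 fold change was computed from the test as the size of the log2 fold change divided by the square root of the F statistic. SDE means a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change over 1.5. DESeq2 (1.42.0) with the Wald test, the test of the paper, was an alternative. The other alternatives were RLE or upper-quartile factors, scaling by total counts alone, no filter on low counts, a filter of at least 10 counts in every library, entries with identical counts kept once, all 12 libraries in 1 fit, robust dispersion, limma (3.58.1) on the deposited normalized signal as log2(value + 1), each mouse left out in turn, and the grouping of the labels. All of these were chosen before the data were examined. Counting each mature sequence once was added afterwards. Levels of single miRNAs between tissues were compared as log2(CPM + 1) with exact permutation tests, two-sided, and with exact sign-flip tests within mice. Principal components used rlog values of the 500 most variable miRNAs. Difference between the tissues in the effect of DSS was tested as an interaction in edgeR over all 12 libraries. Camera (limma) tested 4 sets of miRNAs that had been listed from general knowledge. The lists were written after the paper's SDE miRNAs had been read, and several members are among those, so the sets are not independent of the data. Gene positions come from the GENCODE annotation of GRCm38 and mature sequences from the deposited tables. Python (3.11.15) was used for tables and figures.

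The tests were tested on simulated counts with the means and depths of the real libraries and 200 changed miRNAs. edgeR's quasi-likelihood test recovered 75% of these among the 542 miRNAs of the colon with 2 false calls and 67% among the 484 of blood with 9 false calls, and called 0 miRNAs in both when nothing had been changed. DESeq2 recovered 75.5% and 72% and called 2 and 1 miRNAs when nothing had been changed. For the interaction edgeR recovered 37.5% of 200 changes among 644 miRNAs. Every simulated change was at least 2-fold, in either direction, and for the interaction only the larger size was used. The miRNAs were drawn independently, and no scaling factors were simulated. These rates therefore do not give the power for smaller changes and cannot probe how the calls depend on the scaling of the libraries.

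The miRNAs named in the text are those the paper names in its results or discussion, and in each tissue the 3 with the smallest adjusted p among those SDE and higher, and the 3 among those SDE and lower, in DSS mice without overlap between the groups. Ties in the adjusted p were ordered by the unadjusted p. Named outside this rule, after their values were seen, were miR-122-5p, miR-363-3p, miR-148a-3p, miR-145a-5p, miR-196a-5p, miR-486a-5p, miR-486b-5p, the SDE miRNAs that the paper does not list, and miR-30a-5p and miR-30d-5p as family members that the paper's list gives as lower. miR-451a, miR-144-3p and miR-144-5p are named only as members of the set of erythroid miRNAs. miR-130b-5p was named as the other strand of miR-130b-3p. miRNAs that share a mature sequence or differ from a paralog by few bases, such as miR-10a-5p and miR-10b-5p, can share reads and are uncertain to that extent. The microRNA targets and the human comparison of the paper were not analysed here.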

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

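Of the tests in this part, that of the number of miRNAs detected at equal depth was chosen only after the result was seen. Among 15 sets of 6 libraries compared on depth, number of miRNAs detected, share of the most abundant miRNA and levels of the named miRNAs, 1 held a library far from the others, and chance gives about 1 in 20. In the colon, DSS mouse 9 had 1071 miRNAs with at least 1 count, and the other 5 libraries had 943 to 975. The gap to the nearest other library was 0.75 of the whole range of the 6. The library also has the highest total count of the colon, 20106226. If depth were the source, the gap would close at equal depth. With the expected number of miRNAs at the depth of the smallest library (15060553 counts), DSS mouse 9 had 1029 and the others 920 to 959, and the gap was 0.643 of the range, above Dixon's critical value of 0.625 for 6 samples. The gap was thus smaller at equal depth, and not closed. That library also has the lowest levels of the 6 of miR-10a-5p (13136 CPM), miR-194-5p, miR-192-5p and miR-215-5p, and the highest of miR-223-3p (57.9 CPM), miR-142a-3p (73.3 CPM), miR-155-5p (38.2 CPM) and miR-21a-5p (75930 CPM), but not of miR-146a-5p. These levels were looked up after the result was seen. They come from the same library and are no separate measure of disease, so a biological explanation, a different state of disease in this mouse, is neither excluded nor tested by them, and the pattern cannot be told apart from an unexplained technical difference of this library.

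Of the 55 miRNAs that were SDE in colon with edgeR's quasi-likelihood test, 8 are not among the paper's 73, and 5 of these are not on its list of 89 miRNAs with an adjusted p of at most 0.05. They are miR-299a-3p, miR-344d-3p, miR-369-5p, miR-669a-5p and miR-669p-5p, named after their values were seen. The log2 fold changes were 0.77, 0.77, 0.63, -1.03 and -1.03, and all had an adjusted p of 0.0491 (Benjamini-Hochberg). miR-669a-5p and miR-669p-5p have identical values, so they count as a single signal. They sit at the limit of 0.05, where the number of SDE miRNAs moves from 55 to 16 with RLE factors and to 8 with upper-quartile factors, and under both factors all SDE miRNAs are among the paper's 73. Another scaling of the libraries therefore remains an explanation for these calls. No biological explanation was tested for these miRNAs.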

How the results depend on the processing

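Of the tests in this part, the counts of splits of the mice for the SDE miRNAs of the colon, of blood and of both tissues were chosen only after the result was seen, and that for the interaction was not. The number of SDE miRNAs in colon, 55 (32 higher and 23 lower), depended strongly on the processing, and 52 of their adjusted p-values lie between 0.04 and 0.05. It was 16 (6 higher, 10 lower) with RLE factors, 8 (4 and 4) with upper-quartile factors, 47 (38 and 9) with total counts alone, 35 with identical entries kept once, 4 with limma on the deposited normalized values and 0 with all 12 libraries in 1 fit, where 104 miRNAs had an unadjusted p under 0.05. With the grouping of the labels it was 0 (20 at an unadjusted p under 0.05). Across the 6 fits that each left out a mouse it ranged from 0 to 44, with 125 to 173 miRNAs at an unadjusted p under 0.05, and 4 of the 6 fits gave 0. DESeq2 gave 74, no filter 76, a filter of 10 counts 51 and robust dispersion 53. Of the 55, 47 were shared with DESeq2, 16 with RLE factors and 8 with upper-quartile factors. The cause was not tested. The 10 splits of the 6 mice put the result in context. With edgeR the real split gave 55 SDE miRNAs and the other 9 gave 0, and with DESeq2 the real split gave 74 and the others at most 6, so in both 1 of the 10 splits was as large, the smallest share this design can give.

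In blood the count was 0 (56 at an unadjusted p under 0.05), so all 10 splits gave at least as many with edgeR. It was 10 with DESeq2 (3 higher, 7 lower; 1 of the 10 splits as large, the others gave at most 3), 25 without a filter (7 higher, 18 lower), 1 with all 12 libraries in 1 fit, and 0 to 1 across the fits that left out a mouse (35 to 61 at an unadjusted p under 0.05). It was 0 with RLE, upper-quartile and total-count scaling, with the filter of 10 counts, with identical entries kept once, with robust dispersion, with limma and with the label grouping, with 14 to 57 miRNAs at an unadjusted p under 0.05. The number of miRNAs SDE in both tissues was 0, so all 10 splits gave at least as many, and 1 with DESeq2 and 1 without a filter (miR-223-3p in both), and 0 to 0 across the fits that left out a mouse. At an adjusted p under 0.1 it was 0, and 6 with DESeq2, 2 without a filter and 0 to 1 across the fits that left out a mouse.

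The interaction of tissue and DSS was found in 0 of 680 miRNAs (94 at an unadjusted p under 0.05, smallest adjusted p 0.142). With the replicate block for the mouse, that is paired by mouse, it was found in 1 (miR-148a-3p), with RLE factors in 8, with at least 10 counts in every library in 3, and across the fits that left out a mouse in 0 to 2. All 10 splits gave at least as many as the real split, which a count of 0 makes certain. The smallest adjusted p with RLE factors was that of miR-126a-3p (0.0118). With at least 10 counts in every library it was that of miR-212-5p (0.0272), and without DSS mouse 1 that of miR-223-5p (0.0144, all from edgeR with Benjamini-Hochberg adjustment). With TMM factors and no block, a miRNA that passed in colon and not in blood is thus not shown to differ between them, and for some miRNAs this depended on the setting. The paired and unpaired tests of the tissue difference share their mean difference by construction (0.51, -6.25, -5.84 and -8.79), since the same mice were in both tissues. Only their p-values could differ, and these fell on the same side of the limit for all 4 miRNAs. Same-numbered libraries had a mean correlation of -0.082.

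The gap between the groups on PC1 in colon was 0.337 of the range. It was -0.929 with the 100 most variable miRNAs and ranged from -0.319 to 0.596 across the fits that left out a mouse. In blood it was -0.0999, and from -0.137 to 0.120 across those fits. Of the marker sets, the intestinal epithelial (mean log2 fold change -1.02), immune (1.14) and Dlk1-Dio3 (0.62) sets passed an adjusted p of 0.05 only with the inter-gene correlation fixed at 0.01, apart from the Dlk1-Dio3 set without control mouse 2. With each mouse left out in turn their means ranged from -1.32 to -0.77, from 0.79 to 1.47 and from 0.54 to 0.66, and that of the smooth muscle set from -1.00 to -0.42. The median blood level of colon markers was 0.697% of the colon level, and 0.452% with the libraries scaled by total counts alone. It was 0.288% for markers of at least 1000 CPM and from 0.584% to 0.811% without a mouse.

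With the grouping of the labels, 26 named results reversed, none of them at an adjusted p of 0.05. The labels put control mice 2 and 4 with DSS mouse 1, and DSS mice 7 and 9 with control mouse 8. A difference between the paper's groups then tends to reverse and shrink by construction. These reversals therefore do not show that a direction depends on the processing. In colon the log2 fold changes were -1.29 for miR-223-3p, -0.77 for miR-223-5p, 0.68 for miR-194-5p, 0.13 for miR-196b-5p, 0.66 for miR-215-5p, 0.35 for miR-130b-3p, -0.25 for miR-21a-5p, -1.11 for miR-142a-3p, -0.93 for miR-142a-5p, 0.60 for miR-192-5p, -1.19 for miR-212-3p, -0.45 for miR-146a-5p, -0.94 for miR-155-5p, 0.51 for miR-200c-3p, -0.64 for miR-212-5p, -0.44 for miR-494-3p, 0.27 for miR-187-3p, 0.51 for miR-429-3p and 0.53 for miR-96-5p. In blood they were 0.98 for miR-223-5p, 0.37 for miR-194-5p, 0.15 for miR-196b-5p, 0.23 for miR-215-5p, 0.94 for miR-16-5p, 0.63 for miR-126a-3p and -0.16 for miR-149-5p. Under the other alternatives none of the miRNAs followed singly reversed, while 2 of the 11 miR-30 members in colon were higher with total counts alone.

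Of all results and alternatives, 617 were the same, 42 stronger, 26 reversed and 64 moved, and the remainder were weaker. Depth limits the miRNAs of few counts. In blood, miR-196b-5p rests on 113 to 265 counts per library.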

Differences from the paper's values

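The paper reports 10 SDE miRNAs in blood, 3 higher and 7 lower in DSS mice, and edgeR's quasi-likelihood test gave 0, 0 higher and 0 lower (56 miRNAs had an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2's Wald test, the test the paper's methods name, gave 10, 3 and 7, and none of the other alternatives came within 1.5 times of the paper's count. For the miRNAs SDE in both tissues, the paper's supplement lists 1 and edgeR gave 0, while DESeq2 and the fit without a filter on low counts gave 1, and none of the other alternatives did.

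The paper gives 20M as the highest number of reads mapped to miRNAs, and the highest total count here was 32.9M. Counting each mature sequence once, which was chosen after seeing the values, gave 20.0M, and it was the only alternative run on this total. It also moved the lowest total from 15.1M to 12.9M, and the paper gives 14M as the lowest. For miR-187-3p in colon the paper's log2 fold change is -0.98 and the value here was -0.91, a difference larger than the small spread between mice. It was within that spread with DESeq2, RLE factors, upper-quartile factors, the filter of 10 counts, all 12 libraries in 1 fit, limma on the deposited normalized values and without DSS mouse 1 or control mouse 4, and not with the other alternatives. The difference is smaller than the standard error of 0.14, and DESeq2 gave -0.98. miR-429-3p and miR-494-3p shifted likewise, from -1.05 and 1.37 with DESeq2 to -0.98 and 1.43 here. The difference is thus not specific to miR-187-3p.

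The 73 SDE miRNAs of the paper in colon are within 1.5 times of the 55 here. Of the 73, 26 were not SDE with edgeR. DESeq2 called all 26, the fit without a filter on low counts 19, the fits without DSS mouse 1 and without DSS mouse 9 called 8 and 5, scaling by total counts 5 and robust dispersion 2. In blood, DESeq2 called all 10 of the paper's, the fit without a filter 8, all 12 libraries in 1 fit 1 and the fit without control mouse 2 called 1. Several miRNAs that the paper calls and edgeR does not, such as miR-10a-5p (adjusted p 0.111), miR-142a-3p (0.0728) and miR-615-3p (0.0739), were SDE with DESeq2, and miR-215-5p in blood had an adjusted p of 0.0472 with it.

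The text of the paper states that miR-30 was higher in the colon of the diseased mice, and all 11 members tested were lower here with TMM factors, with log2 fold changes from -0.67 to -0.18; with total counts alone 2 of them were higher. The paper's Supplementary File S2 itself lists miR-30a-5p, miR-30d-5p and miR-30e-5p with negative log2 fold changes. The text also states that miR-16 and miR-126 were higher in blood, and miR-16-5p and miR-126a-3p were lower, with log2 fold changes of -1.18 and -1.45, although miR-16-1-3p and miR-16-2-3p were higher (0.89 and 1.04) without passing the threshold. Here too the paper's Supplementary File S2 gives miR-16-5p and miR-126a-3p as lower, with the paper's log2 fold changes of -1.13 and -1.41, so the values here differ from the paper's text and not from its list. The paper describes miR-223-3p as more highly expressed in blood than in colon, and the log2 difference here was 0.51 with an exact permutation p of 0.377 (two-sided).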

Other observations

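In this part, the tests on the libraries' labels, on the double counting, on the carry-over, on the Hox miRNAs and on the abundance and tissue share of the Dlk1-Dio3 set were chosen only after the result was seen. The tests of the marker sets and the scaling of that set were not.

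The source and tissue fields of the sample labels contradict each other for each library, which raises the explanation of a mislabelled sample. The share of erythroid miRNAs (miR-451a, miR-144-3p, miR-144-5p, miR-486a-5p and miR-16-5p) was at least 38.0% in each library the paper names as blood and at most 0.306% in each library it names as colon. The blood and colon libraries thus carry the tissue that the paper gives them. Swapped mice within a tissue are not addressed by this test.

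Total counts of the blood libraries are above the range of mapped reads that the paper gives. Reads counted for each miRNA name that shares a mature sequence are a candidate explanation. With each mature sequence counted once, the highest blood total was 19.9M, below the upper end of that range, but the lowest blood total was 12.9M, below the lower end of 14M. Double counting of miR-486a-5p and miR-486b-5p thus meets the upper end of the range and not the lower.

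miRNAs that are abundant in colon are found in blood at a low level. There, miR-194-5p, miR-196b-5p and miR-215-5p were lower in every DSS mouse than in every control mouse. Each had an adjusted p of 0.246 with edgeR, which does not pass, and of 0.0599, 0.0599 and 0.0472 with DESeq2's Wald test. Carry-over of colon RNA or reads into the blood libraries would give a constant share of the colon level. The shares of 18 epithelial and smooth muscle miRNAs spread 84.4-fold between the lowest (0.0995%) and the highest (8.40%). miR-194-5p was 11.7 times and miR-196b-5p 16.3 times the lowest share, which goes against carry-over as the sole source of these miRNAs in blood. miR-215-5p was 2.08 times the lowest share, so its level in blood cannot be told apart from carry-over. The limits of 10-fold for the spread and of 3-fold for a single miRNA were set after the shares had been seen. Across 17 of these miRNAs, which are not independent replicates, the log2 fold changes in blood and colon had a Pearson r of -0.084 (permutation test, p = 0.75, 100000 permutations, with Spearman's rho -0.132, p = 0.612). Carry-over would give a positive r, but with so large a p this r cannot decide. Most of these miRNAs were lower with DSS in both tissues, a shared direction that carry-over would also give. Levels in blood and colon were correlated across 18 miRNAs (Pearson r 0.79, permutation test, p = 0.00011; Spearman's rho 0.827, permutation test, p = 7e-05). With Benjamini-Hochberg adjustment over these 2 relations, the permutation p for Pearson's r was 0.75 for the fold changes and 0.00022 for the levels, and that for Spearman's rho 0.612 and 0.00014.

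The higher level of miR-10a and miR-10b and the lower level of miR-196b in the colon of DSS mice might come from another position along the colon in some samples, since these miRNAs lie in Hox clusters at different positions. If so, anterior miRNAs (miR-10a-5p, miR-10b-5p, miR-615-3p) and posterior ones (miR-196a-5p, miR-196b-5p) would move against each other within a group as well. Within groups the correlation of the mean levels was 0.540 (exact permutation test, p = 0.139, over 36 arrangements), in the other direction than this explanation predicts, but the posterior miRNAs did not move together. In DSS mice 1, 7 and 9, miR-196b-5p was 412, 459 and 575 CPM, against the order of miR-10a-5p (67705, 38098 and 13136 CPM), while miR-196a-5p was 1211, 919 and 601 CPM, in the same order as miR-10a-5p. With 3 mice per group it cannot decide the matter, so the pattern cannot be told apart from sampling position. The rise rests on 2 of 3 DSS mice, with DSS mouse 9 at the level of the controls.

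The 42 tested miRNAs of the imprinted Dlk1-Dio3 cluster were higher in the colon of DSS mice (41 of 42, mean log2 fold change 0.62), with an adjusted p of 0.0837 (limma's camera, Benjamini-Hochberg over 4 sets), which does not pass 0.05. The set was chosen because members were in the paper's list, so it is not independent of the data. 1 of the 10 splits of the mice gave as small a camera p for Dlk1-Dio3, the smallest share this design can give. The low abundance of these miRNAs is a technical explanation. The set's median, 0.61, was at the percentile of 100 of 10000 random sets of equal abundance, whose middle 95% was -0.22 to 0.24, which goes against abundance as the explanation. Scaling of the libraries is another explanation. The lowest mean log2 fold change over the 4 scalings was 0.51, so the direction did not depend on the scaling, but a scaling moves all miRNAs alike and this mean says little about how far the set stands apart. The adjusted p from camera did depend on it, from 0.0636 with upper-quartile factors to 0.286 with total counts alone, where the median over all miRNAs was 0.25, and passed 0.05 with none of the 4. The mean log2 fold change of the smooth muscle miRNAs was -0.63, which does not exclude a larger share of non-epithelial tissue, since that set did not pass 0.05 with camera and the immune miRNAs were higher. The pattern therefore cannot be told apart from a larger share of non-epithelial tissue or from a chance arrangement of 6 mice.

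For the other marker sets the adjusted p from camera was 0.293 for the epithelial miRNAs (mean log2 fold change -1.02, 13 of 13 lower), 0.293 for the immune miRNAs (1.14, 7 of 7 higher) and 0.409 for the smooth muscle miRNAs (-0.63, 5 of 5 lower). Of the 10 splits of the mice, 3 gave as small a camera p for the intestinal epithelial set, 4 for the smooth muscle set and 3 for the immune set. With the inter-gene correlation fixed at 0.01, camera's adjusted p was 9.8e-08 for the epithelial, 0.00117 for the immune and 0.0833 for the smooth muscle set. Without that fixed value none of these 3 sets passed 0.05 with camera. By the size of the mean log2 fold change, however, the real split was the largest of the 10 for the epithelial set (the other splits gave -0.39 to 0.82) and the immune set (-0.95 to 0.51), the smallest share this design can give, and not for the smooth muscle set (-0.92 to 0.35). This reading of the splits was made after the values were seen. Single members such as miR-192-5p, miR-429-3p and miR-223-3p were SDE.

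In blood, miR-122-5p, which the paper lists as lower in DSS mice and which was singled out here after its values were seen, was 191 CPM in control mouse 4 and 88.1 CPM in control mouse 8, against 15.9 CPM in control mouse 2 and 6.37 to 10.6 CPM in the DSS mice. Every control mouse was thus higher than every DSS mouse, but the size of the change rests on control mice 4 and 8. No explanation was tested.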
